# Alterations in miRNA Levels in the Dentate Gyrus in Epileptic Rats

**DOI:** 10.1371/journal.pone.0076051

**Published:** 2013-10-11

**Authors:** Anna Maria Bot, Konrad Józef Dębski, Katarzyna Lukasiuk

## Abstract

The aim of this study was to characterize changes in miRNA expression in the epileptic dentate gyrus. Status epilepticus evoked by amygdala stimulation was used to induce epilepsy in rats. The dentate gyri were isolated at 7 d, 14 d, 30 d and 90 d after stimulation (n=5). Sham-operated time-matched controls were prepared for each time point (n=5). The miRNA expression was evaluated using Exiqon microarrays. Additionally, mRNA from the same animals was profiled using Affymetrix microarrays. We detected miRNA expression signatures that differentiate between control and epileptic animals. Significant changes in miRNA expression between stimulated and sham operated animals were observed at 7 and 30 d following stimulation. Moreover, we found that there are ensembles of miRNAs that change expression levels over time. Analysis of the mRNA expression from the same animals revealed that the expression of several mRNAs that are potential targets for miRNA with altered expression level is regulated in the expected direction. The functional characterization of miRNAs and their potential mRNA targets indicate that miRNA can participate in several molecular events that occur in epileptic tissue, including immune response and neuronal plasticity. This is the first report on changes in the expression of miRNA and the potential functional impact of these changes in the dentate gyrus of epileptic animals. Complex changes in the expression of miRNAs suggest an important role for miRNA in the molecular mechanisms of epilepsy.

## Introduction

Epilepsy is one of the most prevalent serious neurological disorders, affecting approximately 1% of the world’s population [1]. It is estimated that approximately 50 million people worldwide and 6 million in Europe alone have active epilepsy. Approximately 30% of these patients are drug refractory [2]. The health and indirect social costs associated with epilepsy are a considerable burden for society.

In many cases, epilepsy develops as the result of a brain damaging insult that initiates cascades of events, called epileptogenesis (latency period), after which recurrent spontaneous seizures occur [3]. Epileptogenic insult causes a number of changes that lead to the remodeling of neuronal circuits and subsequent seizures, however it is still not clear which of them are causative [4,5]. One method to elucidate the processes underlying epilepsy that has been successfully used is the analysis of global changes in the transcriptome to distinguish metabolic pathways affected by epileptic processes [6-10]. Very recently, general mechanisms of the regulation of gene expression, in addition to the gene expression patterns, have become of interest. In particular the role of epigenetic mechanisms including DNA methylation and miRNA, have been investigated [11,12].

miRNAs are small (20-24 bp), non-coding RNAs that regulate the expression of target genes by binding to the 3’-untranslated regions (UTR) of target mRNAs. It is estimated that miRNAs regulate as much as 60% of mRNAs and that one miRNA can target a few to several hundred genes [13], which makes miRNAs very powerful players in the regulation and fine-tuning of gene expression. Alterations in miRNAs levels can have pronounced effects.

Brain has an exceptionally high expression of miRNAs. Approximately 60% of all miRNA species are present in the brain [14]. This suggests a particularly significant role for miRNAs in brain physiology, as well as the possibility of serious consequences in cases of miRNA dysfunction. In fact, changes in the expression levels of individual miRNAs have been observed in physiological conditions, including learning and memory formation, neuronal development and plasticity, as well as pathological conditions, such as psychiatric diseases, neurodegeneration, ischemia, Alzheimer’s disease, and epilepsy [12,15-19].

Currently, data on the role of miRNAs in epilepsy are limited. Dysfunction of miRNA processing and decrease in miRNA levels as well as alterations in expression of individual miRNAs were observed in temporal lobe epilepsy patients with hippocampal sclerosis [20-22]. Few studies report changes in miRNA expression in the hippocampus of epileptic rats in pilocarpine or lithium-pilocarpine models of epilepsy [23-25].

In the present work we decided to investigate changes in the expression levels of miRNAs in the dentate gyrus, a structure that has been studied for a long time in the context of epilepsy and epilepsy development. For instance, in the epileptic dentate gyrus, the occurrence of abnormal neuronal plasticity, abnormal neurogenesis, alterations in GABA-mediated inhibition and neurodegeneration limited to certain populations of neurons have been observed [26-28]. Here we describe miRNA expression patterns at different times following epileptogenic stimulus in the animal model of temporal lobe epilepsy. Additionally we propose potential mRNA targets by evaluating the mRNA expression levels in the same tissue samples. This is the first report on changes in the expression of miRNA and the potential functional impact of these changes in the dentate gyrus of epileptic animals.

## Materials and Methods

### Animal surgery and status epilepticus induction

Adult male Sprague-Dawley rats (Medical Research Centre, Warsaw, Poland) weighing 290–320 g were used in this study. Animals were housed in a controlled environment (22°C ± 1°C, lights on 07:00–19:00) with free access to food and water. Starting from the day of surgery, each animal was housed in a separate cage. All animal procedures were approved by the Ethical Committee on Animal Research of the Nencki Institute and conducted in accordance with the guidelines established by The European Council Directives 2010/63/EU.

The amygdala stimulation model of temporal lobe epilepsy was used in this study [29].

Status epilepticus (SE) was triggered by electrical stimulation of the amygdala as previously described by Guzik-Kornacka et al. [30] with some modifications. Briefly, surgery was performed under isoflurane anesthesia (2-2.5% in 100% O_2_) preceded by the injection of butorphanol (Butomidor, Richter Pharma AG, Wells, Austria; 0.5 mg/kg i.p.). A stimulating and recording bipolar wire electrode (Plastic One Inc., Roanoke, VA, # E363-3-2WT-SPC) was implanted into the left lateral nucleus of the amygdala 3.6 mm posterior and 5.0 mm lateral to bregma, 6.5 mm ventral to the surface of the brain [31]. A stainless steel screw electrode (Plastic One Inc., Roanoke, VA, #E363/20) was implanted contralaterally into the skull over the right frontal cortex (3.0 mm anterior and 2.0 mm lateral to bregma) as a surface EEG recording electrode. Two stainless steel screw electrodes were placed bilaterally over the cerebellum (10.0 mm posterior and 2.0 mm lateral to bregma) as ground and reference electrodes. The socket contacts of all electrodes were placed in a multi-channel electrode pedestal (Plastic One Inc., Roanoke, VA, #MS363) which was attached to the skull with dental acrylate (Duracryl Plus). After 2 weeks of recovery, animals were electrically stimulated via the intra-amygdala electrode to evoke status epilepticus. Stimulation consisted of a 100-ms train of 1-ms biphasic square-wave pulses (400 µA peak to peak) delivered at 60 Hz every 0.5 s for 30 min. If the animal did not enter status epilepticus, stimulation was continued for an additional 10 min. The SE was stopped 1.5-2 h after stimulation via an intraperitoneal injection of diazepam (20 mg/kg). If the first dose of diazepam did not suppress SE, the animal received subsequent doses of diazepam at 5 mg/kg. Time-matched control animals had electrodes implanted but did not receive electrical stimulation.

Rats sacrificed at 7 d, 14 d, and 30 d after SE were monitored with video-EEG (Comet EEG, Grass Technologies, West Warwick, RI) continuously from the moment of stimulation until the end of the experiment. Rats sacrificed 90 d after SE were monitored for 5 d after stimulation and then for 2 weeks before the end of experiment to determine the frequency of spontaneous seizures. Spontaneous seizures were identified from EEG recordings by browsing the EEG manually on the computer screen. An electrographic seizure was defined as a high frequency (>8 Hz), high amplitude (>2x baseline) discharge lasting for at least 5 s. Latency to the ﬁrst spontaneous seizure, number and frequency of seizures, and number of epileptic animals in each group were evaluated.

For tissue collection, the rats were anaesthetized with CO_2_ and decapitated with a guillotine. The brains were removed from the skull and the hippocampi were isolated on an ice cold plate and placed in RNAlater solution (Ambion, AM7024) then stored at -20°C until use.

### miRNA isolation and profiling

The left dentate gyrus region was dissected under a dissection microscope. The isolation of total RNA including miRNA, was performed using the miRNeasy Mini kit (QIAGEN, # 217004) according to the manufacturer’s instructions. The sample concentration and contamination with protein or organic compounds were determined using a NanoDrop 2000 spectrophotometer (Thermo, Fisher Scientific). All samples had Abs 260/280 >2.0 and 260/230 >1.4. The quality of the total RNA was further verified using the an Agilent 2100 Bioanalyzer.

The miRNA array profiling experiment was performed at Exiqon Services, Denmark using the miRCURY LNA^TM^ microRNA Array 7^th^ targeting all microRNAs for human, mouse or rat registered in the miRBASE version 19.0 at the Sanger Institute. The data are available at Gene Expression Omnibus under the accession number GSE49850 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49851).

### Transcriptome profiling

GeneChip® Rat Gene 1.1 ST arrays (Affymetrix, Santa Clara, CA, # 901627) were used for mRNA profiling. The same mRNA samples were used for miRNA and mRNA profiling. One hundred nanograms of total mRNA was used for cDNA synthesis using an Ambion WT Expression Kit (Life Technologies, # 4411974). Hybridization, washing and scanning were conducted according to Affymetrix guidelines for the GeneAtlas^TM^ instrument. The data are available at Gene Expression Omnibus under the accession number GSE49849 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49851).

### Data analysis

The preliminary analysis of miRNA microarrays identifying upregulated and downregulated miRNAs was performed by the Exiqon Company. All calculations were performed with the software R/Bioconductor [32,33] primarily with the limma package [34]. For the expression analysis, the calculated p-values were based on moderated t-statistics. Furthermore, the Benjamini and Hochberg multiple testing adjustment method was applied to the p-values (FDR – False Discovery Rate).

The correlation, cluster and principal component analyses were performed in the R environment (version 15.1) [33].

Principal component analysis (PCA) was performed on all 292 microarray probes with an intensity greater than the background value using the function prcomp (package stats). A PCA plot (splom) was generated with the lattice package [35].

For the heatmap clustering of miRNAs with significantly different expression (FDR < 0.05) between all epileptic and sham-operated control animals, miRNAs were ordered with the clustering complete-linkage method together with the Pearson correlation distance measure. The heatmap diagram was generated with the gplots package [36]

Pearson correlation test was used to analyze the correlations between miRNAs with significantly different expression (FDR < 0.01) between stimulated and sham-operated control animals. A correlation plot was generated with the corrplot package [37].

The fuzzy c-means algorithm implemented in the Mfuzz package [38] was used to perform clusterization on all 292 probes that had expressions higher than the background. The functional analysis of miRNA belonging to individual clusters was performed using the Ingenuity Pathways analysis software (Ingenuity Systems, Redwood City, CA).

Analysis of the Affymetrix Rat Gene 1.1 ST arrays was performed using R/Bioconductor [33]. The microarrays were normalized with the Robust Multi-array Average (RMA) algorithm (oligo package version 1.22.0) [39]. The intensity of the genomic probes below the median intensity of antigenomic probes (considered as a background value) were corrected to this median value. Probes with intensity equal to or lower than the background in more than five samples were removed from analysis. Only probes that corresponded to a single gene were selected for further analysis. A one-way ANOVA was used to establish genes that were differentially expressed between groups.

The miRNA targets were selected using the Ingenuity Pathways analysis software (Ingenuity Systems, Redwood City, CA) containing a manually curated collection of miRNA-target interactions. Only mRNAs with significantly changing expression levels (p<0.05) in comparison to the time-matched controls were included. Of those, only mRNAs changing expression level in the opposite direction to that of the miRNAs were selected for presentation.

DAVID (version 6.7) [40,41] was used for the functional annotation of potential gene targets. The Biological Process Gene Ontology (GO) was analyzed using the Functional Annotation Clustering tool with the default *Rattus norvegicus* background. The resulting Annotation Clusters were named in a way that best described their GO terms.

## Results

We evaluated the expression of miRNA in the dentate gyrus of epileptic animals sacrificed at 7, 14, 30 and 90 days following amygdala stimulation-induced SE and time-matched sham controls. All stimulated animals included in the study developed spontaneous seizures and were therefore diagnosed with epilepsy. Rats from the 7 d, 14 d and 30 d groups were monitored with a video-EEG system continuously from the moment of stimulation until the end of the experiment, while animals from 90 d group were only monitored for 2 wks preceding tissue collection. The median number of seizures during the monitoring period was as follows: 1 (range 0-4) in the 7 d group, 11 (range 1-17) in the 14 d group, 11 (range 5-24) in the 30 d group, and 8 (range 3-17) in the 90 d group. The number of seizures during the last one week of monitoring was as follows: 2 (range 1-12) in 14 d group, 6 (range 2-14) in the 30 d group, and 4 (range 0-14) in the 90 d group.

To detect similarities and differences between samples, PCA analysis was performed. The results of the PCA performed on all miRNA probes with an intensity greater than the background indicated, that the miRNA expression profiles of the sham-operated controls and stimulated animals were different (Figure 1A). The profiles of the epileptic animals were grouped together and are separate from the controls.

**Figure 1:**
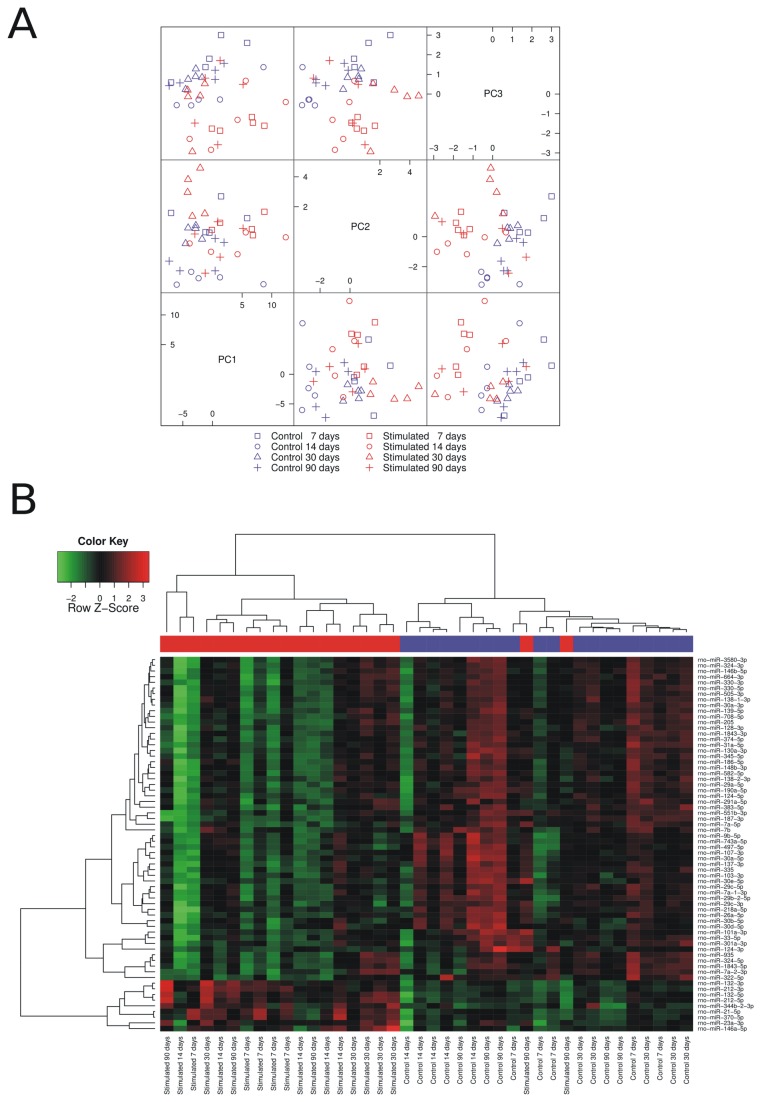
miRNA expression profiles in the dentate gyrus of epileptic and sham-operated control animals at different times after SE. (**A**) Principle Component Analysis (PCA) of microarray data derived from epileptic (red) and sham-operated control animals (blue) at 7 d (square), 14 d (circle), 30 d (triangle), and 90 d (cross) after status epilepticus. Each mark represents an individual animal. Note that epileptic animals are separate from the controls. (**B**) A heatmap of the 66 miRNAs with altered expression levels in epileptic animals (Table 1). Each column represents an individual animal and each row represents an individual miRNA. Colors on the heatmap represent the Z-score: higher – red, lower – green. Red color in the bar over the heatmap panel represents epileptic animals, and blue represents sham-operated control animals.

To detect prolonged changes in miRNA expression levels regardless of the time point, we analyzed the differences in the expression levels of individual miRNAs between all sham-operated controls and all stimulated animals. We detected significant changes in the expression of 66 miRNAs. Table 1 lists all miRNAs for which the expression levels differed between the sham-operated and epileptic animals at an adjusted p-value of 0.05. Nine miRNAs were upregulated, while 57 miRNAs were downregulated. The largest decreases in expression were observed in miR-187-3p, miR-551b-3p and miR-7a-5p at 0.61, 0.67 and 0.71 fold of the control levels respectively. The largest increases in expression occurred in miR-212-3p, miR-132-3p and miR-21-5p at 1.54, 1.52 and 1.41 fold of the control levels respectively (Table 1).

**Table 1:** List of miRNAs differentially expressed between all stimulated and all control animals (FDR<0.05).

**EXIQON probe**	**microRNA**	**logFC**	**FDR**
42627	miR-212-3p	0.62	0.0004
10937	miR-132-3p	0.6	0.003
147506	miR-21-5p	0.53	0.0028
145634	miR-132-5p	0.5	0.0062
148304	miR-212-5p	0.4	0.0062
10952	miR-146a-5p	0.35	0.0264
42744	miR-23a-3p	0.34	0.0243
148300	miR-370-5p	0.32	0.012
148099	miR-344b-2-3p	0.14	0.0394
11231	miR-345-5p	-0.15	0.0363
13150	miR-322-5p	-0.16	0.0062
42898	miR-124-5p	-0.16	0.0252
31388	miR-291a-5p	-0.16	0.0486
148614	miR-7a-2-3p	-0.16	0.0486
148278	miR-138-2-3p	-0.18	0.0429
42606	miR-330-3p	-0.2	0.0264
33902	miR-128-3p	-0.21	0.0429
14316	miR-664-3p	-0.21	0.0429
145825	miR-383-5p	-0.22	0.0221
42792	miR-29b-2-5p	-0.22	0.0243
11277	miR-7a-1-3p	-0.22	0.0243
46917	miR-205	-0.23	0.0243
148175	miR-1843-3p	-0.23	0.0264
42847	miR-497-5p	-0.23	0.0269
11041	miR-29c-3p	-0.23	0.0343
4390	miR-7b	-0.23	0.0377
168937	miR-138-1-3p	-0.23	0.0432
42669	miR-505-3p	-0.23	0.0432
19595	miR-30a-3p	-0.24	0.0252
148477	miR-1843-5p	-0.25	0.0178
148017	miR-743a-5p	-0.25	0.0377
18739	miR-186-5p	-0.25	0.0396
10919	miR-103-3p	-0.25	0.047
42477	miR-324-5p	-0.25	0.0482
145708	miR-324-3p	-0.27	0.0321
14328	miR-124-3p	-0.27	0.0363
145843	miR-330-5p	-0.28	0.0377
42800	miR-582-5p	-0.29	0.0199
10923	miR-107-3p	-0.29	0.0377
10306	miR-146b-5p	-0.29	0.0429
19585	miR-148b-3p	-0.3	0.0243
11065	miR-335	-0.3	0.0264
13143	miR-301a-3p	-0.3	0.0383
145638	miR-29a-5p	-0.3	0.0419
146112	miR-30b-5p	-0.3	0.0419
145742	miR-935	-0.3	0.0429
10138	miR-130a-3p	-0.31	0.0243
27536	miR-190a-5p	-0.32	0.0178
11052	miR-31a-5p	-0.33	0.002
148519	miR-3580-3p	-0.33	0.0264
14300	miR-29c-5p	-0.34	0.01
148131	miR-9b-5p	-0.35	0.0264
147198	miR-26a-5p	-0.39	0.0132
11018	miR-218a-5p	-0.4	0.008
145749	miR-137-3p	-0.4	0.0178
29190	miR-708-5p	-0.42	0.008
31026	miR-101a-3p	-0.42	0.047
146086	miR-30a-5p	-0.43	0.012
145859	miR-33-5p	-0.43	0.0176
19596	miR-30d-5p	-0.44	0.0178
145677	miR-139-5p	-0.47	0.0188
148098	miR-374-5p	-0.48	0.002
28191	miR-30e-5p	-0.48	0.0121
29490	miR-7a-5p	-0.49	0.0105
148644	miR-551b-3p	-0.57	0.0066
145637	miR-187-3p	-0.71	0.0001

miRNAs are ordered according to decreasing logFC

Heatmap of 66 miRNAs with altered expression levels in stimulated animals revealed different expression patterns between the control and epileptic animals (Figure 1B). Two main clusters generated by this analysis act as the first division branches, segregating the sham-operated control animals from the stimulated ones. The exceptions are two animals sacrificed at 90 d after stimulation, which were more similar to the sham-operated control animals. Within the cluster of stimulated animals, fractions of rats belonging to the 7 d group as well as those belonging to the 30 d group formed distinguishable clusters.

When the differences in miRNA expression between the stimulated animals and time-matched controls were evaluated, statistically significant differences were found for the 7 d and 30 d time points (Tables 2 and 3). At 7 d after stimulation, 3 miRNAs were upregulated and 20 miRNAs were downregulated (Table 2). The most upregulated microRNAs were miR-132-3p, miR-212-3p and miR-21-5p, which were increased by 1.75, 1.83 and 1.89-fold respectively. The largest decrease in expression was observed in miR-7a-5p, miR-551b-3p and miR-187-3p at 0.53, 0.56 and 0.56-fold of the control, respectively. At the 30 d time point, changes in the expression of 20 miRNAs were observed. In comparison to the 7 d time point, a greater number of miRNAs were upregulated [11] than downregulated [9]. The most upregulated miRNAs were miR-146a-5p, miR-132-5p, miR-21-5p at 1.63, 1.61, and 1.56-fold of the control, respectively, while the most downregulated miRNAs were miR-29b-3p, miR-352, miR-30e-5p at 0.60, 0.70, and 0.72-fold of the control, respectively.

**Table 2:** miRNAs changing expression levels at 7 d after status epilepticus (FDR<0.05).

**EXIQON probe**	**miRNA**	**logFC**	**FDR**
147506	miR-21-5p*	0.919	0.011
42627	miR-212-3p	0.875	0.005
10937	miR-132-3p	0.803	0.011
148300	miR-370-5p*	0.59	0.035
148614	miR-7a-2-3p	-0.452	0.037
145633	let-7d-3p	-0.488	0.046
169394	miR-1843-5p	-0.519	0.038
148477	miR-1843-5p	-0.522	0.037
14328	miR-124-3p	-0.567	0.037
13143	miR-301a-3p	-0.569	0.049
42477	miR-324-5p	-0.601	0.037
145638	miR-29a-5p	-0.641	0.037
29190	miR-708-5p	-0.66	0.032
145742	miR-935	-0.675	0.037
145897	miR-92b-3p	-0.724	0.037
148098	miR-374-5p*	-0.727	0.017
145640	miR-328a-3p	-0.756	0.037
145677	miR-139-5p	-0.77	0.024
19596	miR-30d-5p	-0.778	0.011
145859	miR-33-5p*	-0.801	0.032
145637	miR-187-3p*	-0.842	0.032
148644	miR-551b-3p	-0.847	0.027
29490	miR-7a-5p	-0.928	0.007

* common with 30-d time point miRNAs are ordered according to decreasing logFC

**Table 3:** miRNAs that changed expression levels at 30 d after status epilepticus (FDR<0.05).

**EXIQON probe**	**miRNA**	**logFC**	**FDR**
10952	miR-146a-5p	0.702	0.032
145634	miR-132-5p	0.687	0.01
147506	miR-21-5p*	0.64	0.005
148304	miR-212-5p	0.615	0.006
42744	miR-23a-3p	0.517	0.02
168586	miR-34a-5p	0.502	0.009
148300	miR-370-5p*	0.395	0.018
29153	miR-34b-5p	0.371	0.02
42950	miR-24-2-5p	0.319	0.02
168831	miR-433-3p	0.301	0.035
11074	miR-34c-5p	0.276	0.032
14300	miR-29c-5p	-0.284	0.02
146086	miR-30a-5p	-0.3	0.02
148098	miR-374-5p*	-0.301	0.032
145859	miR-33-5p*	-0.383	0.006
11018	miR-218a-5p	-0.4	0.005
145637	miR-187-3p*	-0.463	0.033
28191	miR-30e-5p	-0.481	0.007
11273	miR-352	-0.512	0.02
11040	miR-29b-3p	-0.736	0.02

* common with 7-d time point miRNAs are ordered according to decreasing logFC

We did not detect statistically significant differences (FDR<0.05) in miRNA expression between the control and stimulated animals at 14 d and 90 d. However, a number of the mean expression levels were similar to the expression levels at 7 d or 30 d after stimulation, but larger individual variability within the groups was observed (Figure 2). However, when the cut-off criteria for the selection of differentially expressed miRNA were relaxed, we could observe some changes at 14 d and 90 d after stimulation. At 14 d after stimulation, there were 4 miRNAs with different expression levels between the time-matched sham-operated and stimulated rats at unadjusted p<0.01 and 26 miRNAs at unadjusted p<0.05. At the 90 d time point, there were 2 miRNAs with different expression levels at unadjusted p<0.01 and 16 miRNAs with different expression levels at unadjusted p<0.05. We suppose that this lack of significance is due to individual differences between animals within the group (see also Figure 2). For this manuscript, we limited our analysis to the more restrictive cut-off.

**Figure 2:**
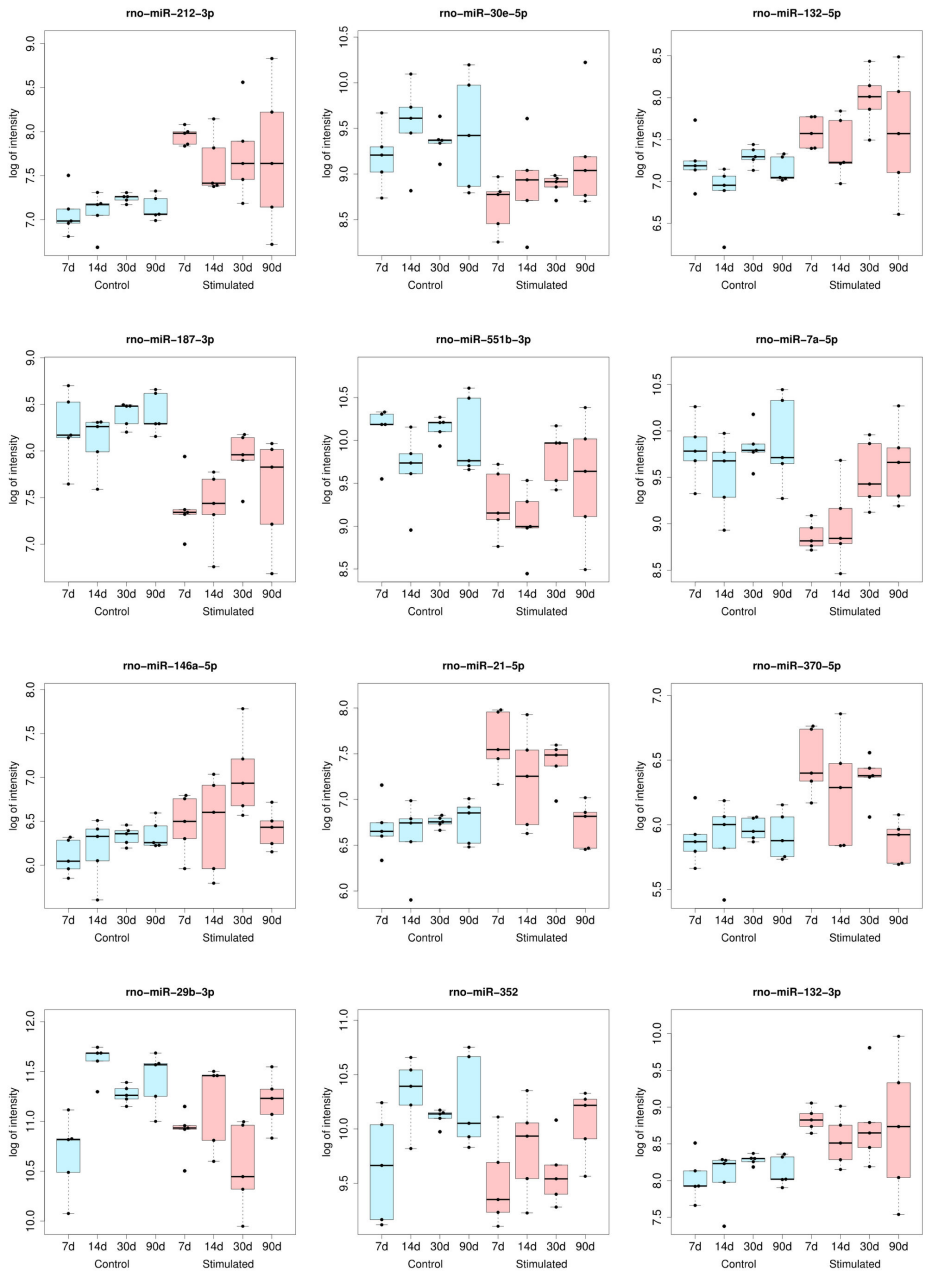
Expression levels of selected miRNAs in individual sham-operated and stimulated animals. The bottom and the top of the box indicate the first and the third quartile, the band within the box indicates the median and the ends of the whiskers represent the lowest and the highest datum still within 1.5 IQR (interquartile range) of the lower and upper quartile, respectively. Each dot represents one animal. Blue are sham operated animals, and red are stimulated animals.

The clusterization of all 292 miRNAs that had intensities greater than the background revealed several patterns of alteration in miRNA expression over time in SE rats (Figure 3A). For example there were miRNAs regulated in opposite directions at the 7 d and 14 d time points (Figure 3A, cluster 3 and 7). Other miRNAs were upregulated only up to 14-d after SE (Figure 3A, cluster 4). We used the Ingenuity Pathway software to approach the question of the functional significance of these changes in miRNA expression (Figure 3B, C). miRNA belonging to individual clusters may be involved in several diseases. In particular, functions related to cancer are frequently represented. In several clusters, miRNA involved in neurological diseases and normal brain functions are present. miRNAs belonging to each cluster and functional classes are listed in Table S2.

**Figure 3:**
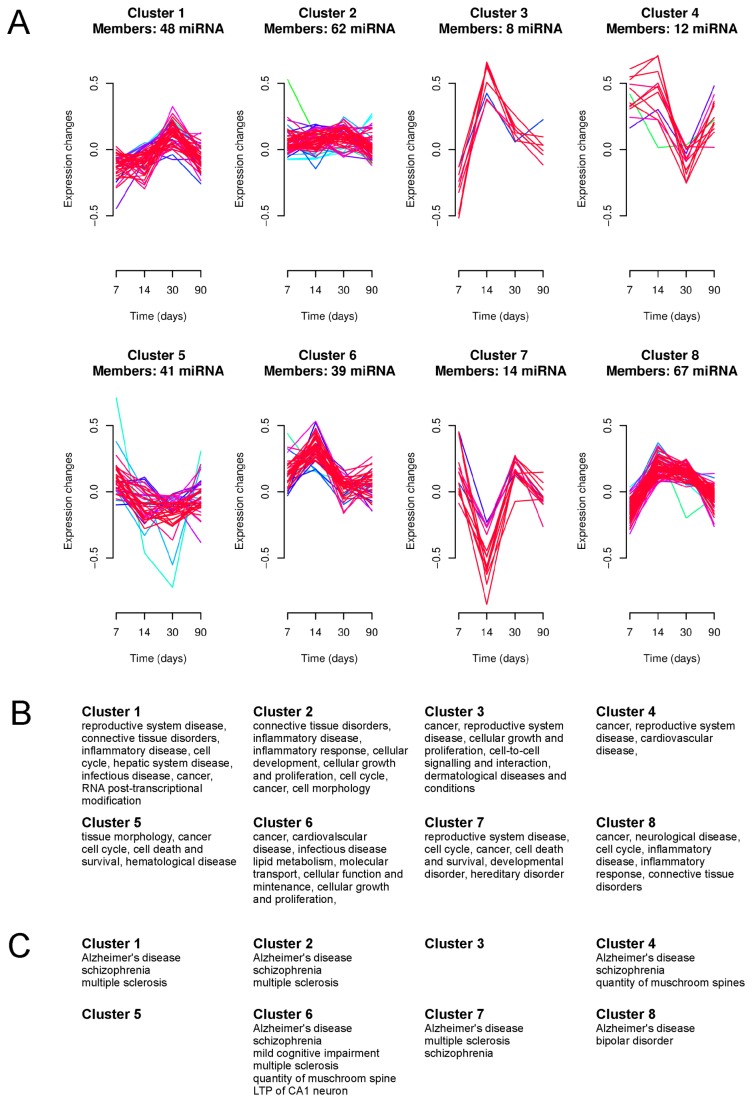
Clustering analysis of the miRNA with altered expression levels in epileptic animals. (**A**) Clusters represent groups of miRNAs displaying similar alterations in expression over time after stimulation. Colors of lines within the clusters indicate the membership values of the expression profile to current cluster. Red and violet are high membership values and blue and green are low membership values. Members of each cluster are listed in Table S1. (**B**) Functional analysis of miRNA belonging to individual clusters. Functions associated with top networks according to Ingenuity Pathways are listed. (**C**) Functions belonging to “Neurological Disorder” and “Nervous System Development and Function” categories as defined by Ingenuity Pathways in individual miRNA clusters. Functions related to brain cancer and tumors are not included. Lists of functions with respective miRNAs are presented in Table S2.

Interestingly, we detected correlations in the expression levels of several miRNAs. For this analysis, we included miRNAs with expression levels that were significantly different between all sham and all stimulated animals (Figure 4). The highest positive correlation of expression was observed for miR-132-5p and miR-212-5p (0.98) miR-132-3p and miR-212-3p (0.97), miR-708-5p and miR-374-5p (0.94), and miR-374-5p and miR-31a-5p (0.94).

**Figure 4:**
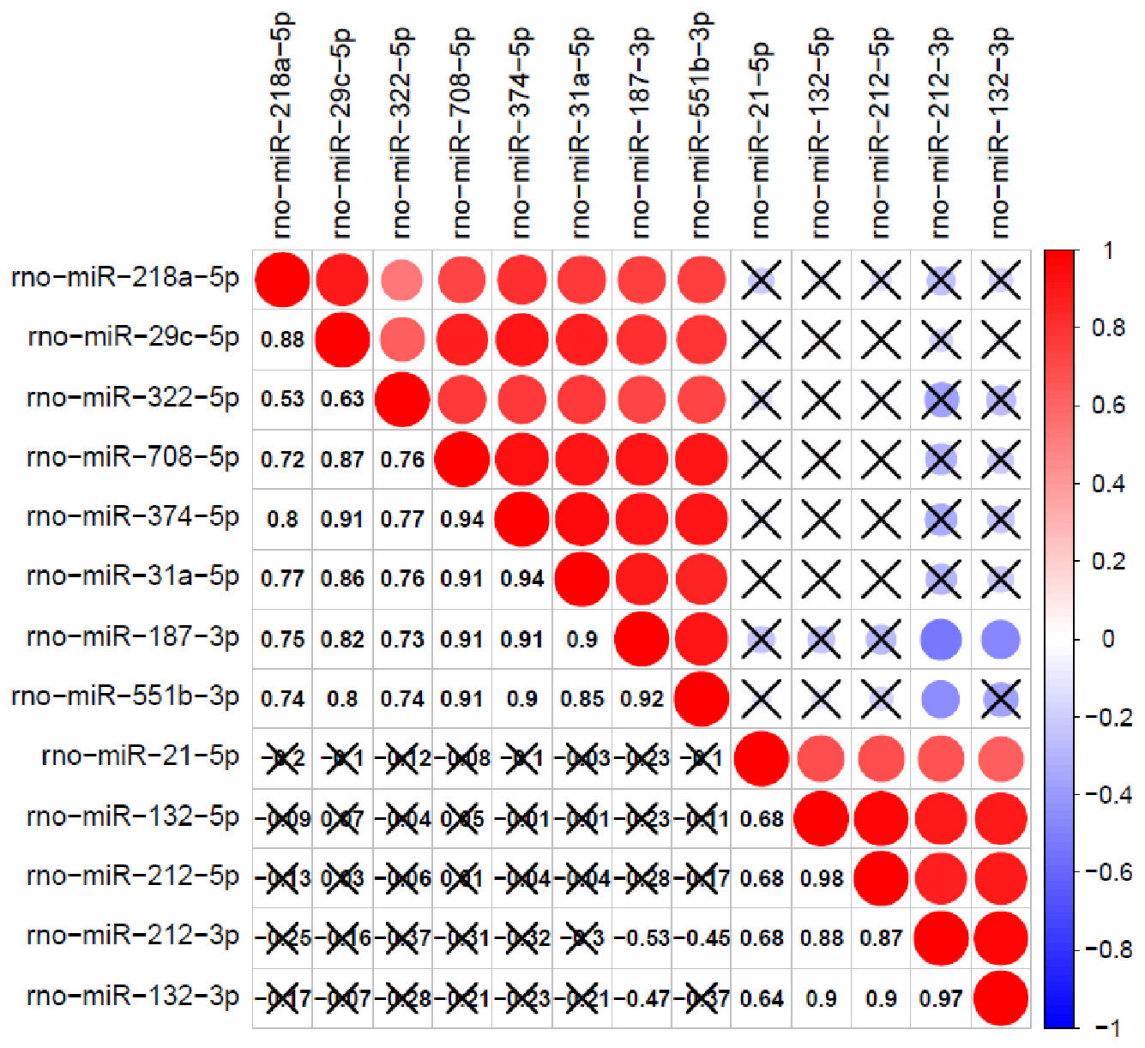
Correlation matrix of expression levels between miRNAs with expression that differs significantly between sham and stimulated animals (Table 1.) The color and size of the circles in the matrix code for level of correlation; red represents positive correlation and blue represents negative correlation. Numerical values of correlations are presented in the lower left part of the matrix. Values that do not reach statistical significance are crossed.

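Dentate gyrus mRNA was profiled on Affymetrix Rat Gene 1.1 ST arrays, with 1 array for each of 20 rats. The 4 groups held 5 rats each, namely sham-operated rats and rats stimulated in the amygdala to evoke SE, taken at 7 d and at 30 d. The left dentate gyrus was dissected, and the same RNA was used for the miRNA arrays, which were not analysed here. The authors normalized the arrays with the RMA algorithm (oligo package version 1.22.0), which gives 1 log2 intensity per probe set and array. The value table includes RMA, but not the background floor, the filter and the selection of single-gene probes that the methods describe, so these steps were repeated. The 20th percentile of all values, a log2 intensity of 3.69, took the place of the median of the antigenomic probes, which could not be told from the other probe sets by their identifiers. Values below it were raised to it, and probe sets at or below it in more than 5 arrays were left out. Of the 18644 probe sets that carry 1 gene symbol, 15800 passed this filter and were tested, for 14589 genes. The median log2 intensity of an array lay between 5.23 and 5.28 in sham-operated rats at 7 d (median 5.27) and between 5.27 and 5.31 in stimulated rats at 7 d. At 30 d it lay between 5.23 and 5.27 in sham-operated rats and between 5.22 and 5.31 in stimulated rats (median 5.26 in both). From 79.0% to 80.9% of the probe sets of an array were above the background. Stimulated and sham-operated rats of the same time point were compared with limma 3.58.1, in 1 model of the 4 groups with moderated variances and Benjamini-Hochberg adjustment over the probe sets tested, and changes are given as stimulated minus sham-operated on the log2 scale. The precision is limited by the 5 arrays of each group.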

To evaluate the potential functional impact of alterations in miRNAs expression levels, we decided to investigate if potential mRNA targets of the miRNA that change expression levels at 7 d and 30 d following SE also change their expression level. We concentrated on the expression of experimentally evaluated mRNAs defined by Ingenuity Pathways. 

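At 7 d after SE, mRNA of most measured microglial, complement and reactive astrocyte genes was higher in the dentate gyrus of stimulated rats than in that of sham-operated rats. The mRNA of the calcium pump Atp2b4 and of the axon guidance receptor Epha8 was lower. Cd74, the invariant chain of MHC class II (probe set 10802013, chromosome 18 of GRCr8 from 56527071 to 56536406), had a log2 intensity of 8.75 ± 0.970 (SD, n = 5 rats) after stimulation and 6.06 ± 0.375 (SD, n = 5) in sham-operated rats, a log2 change of 2.69 (standard error 0.496, adjusted p = 0.0018 from limma). C3, the central component of the complement cascade (probe set 10931717, chromosome 9 from 2174412 to 2201339), rose by 2.19 on the log2 scale (standard error 0.291, limma adjusted p = 0.000103). Atp2b4, which pumps calcium out of the cell (probe set 10767723, chromosome 13 from 47708157 to 47807389), went from 8.73 ± 0.105 (SD, n = 5) to 7.56 ± 0.248 (SD, n = 5), a log2 change of -1.16 (standard error 0.175, limma adjusted p = 0.000342). Epha8 (probe set 10880738) fell by 1.08 (standard error 0.106, limma adjusted p = 5.15e-06). None of these genes is in Table 4 or Table 5.
Of the 25 measured genes of microglia and macrophages, a list fixed before the data were examined, 20 rose and 0 fell (22 rose when adjusted over the list alone), with a mean log2 change of 0.91. Among them were the purinergic receptor P2ry12 (1.29), the growth factor receptor Csf1r (0.99) and the protease Ctss (0.84). In the complement list 11 of 12 genes rose (11 over the list alone, mean 1.045), including C1qb (0.94) and C3ar1 (0.91). In the reactive astrocyte list 12 of 22 genes rose (14 over the list alone, mean 0.60), including the intermediate filament Gfap (1.13) and the receptor Osmr (0.57). Some lists share genes, such as C3 and Serping1 in this list and the complement list, so that they are not independent evidence. Of the interferon response genes 10 of 20 rose (18 over the list alone, mean 0.41), including B2m (0.44) and Ifitm3 (0.64). Of the genes of MHC class II and antigen presentation 4 of 12 rose (8 over the list alone, mean 0.75). In the extracellular matrix list 6 of 28 genes rose (6 over the list alone, mean 0.25), including the protease Mmp9 (1.56) and its relative Mmp2 (0.44). Of the cytokines, chemokines and their receptors 10 of 28 rose and 1 fell (12 and 3 over the list alone, mean 0.23), with Tgfb1 at 0.91 and Tnfrsf1a at 0.56. Of the cell cycle genes 3 of 19 rose (7 over the list alone, mean 0.13), including the helicase subunit Mcm2 (0.28). Of the genes of meninges and fibroblasts 1 of 14 rose (2 over the list alone, mean 0.19).
Some genes of cholesterol synthesis moved the other way, with 3 of 18 lower (7 over the list alone, mean -0.20), including Cyp51 (-0.35) and Stard4 (-0.27). Of the ionotropic glutamate receptor subunits 1 of 15, Grik3 (-0.76), fell (3 over the list alone, mean -0.11). Of the sodium, calcium and HCN channel genes 1 of 24 fell (6 over the list alone, mean -0.10). These 12 lists passed camera at its preset correlation of 0.01, which compares a list with all other genes. With an estimated correlation none of the 30 lists passed: adjusted p = 0.0575 for microglia, complement and cell cycle, 0.068 for reactive astrocytes, 0.0967 for interferon response, MHC class II, extracellular matrix, cytokines, cholesterol synthesis and glutamate receptors, 0.128 for sodium, calcium and HCN channels and 0.282 for meninges. By fry, which asks only whether a list moves one way on balance, 11 of these 12 lists passed and meninges did not (adjusted p = 0.0532).
Among all genes tested, 635 probe sets (608 genes) were higher and 389 (371 genes) were lower at an adjusted p under 0.05. All 5 stimulated rats lay on one side of all 5 sham-operated rats in 733 of these 1024 probe sets. They did so in 6.25% of all probe sets, where chance gives 0.794% on average over the possible splits. That average does not give the spread between splits. As many probe sets were called in 3 of 100 splits of these 10 rats, the real one included. The largest rises after those of Cd74 and C3 were those of Fcrl2 (2.12), Serping1 (2.02, the inhibitor of the first complement component) and Glipr2 (1.76). Stimulated replicate 5 stood apart above the other stimulated rats in Fcrl2 (8.40, next 6.91) and Serping1 (7.89, next 6.99), and sham replicate 3 in Fcrl2 (4.80, next 5.08) and sham replicate 5 in Serping1 (4.78, next 5.07) lay apart below the other sham-operated rats. The largest decreases were those of the tight junction protein Cldn1 (-1.29) and the proteoglycan Gpc3 (-1.18), followed by Atp2b4 and Epha8. Without stimulated 7 d replicate 5, 242 probe sets were lower. With each array centred on its median, 502 were higher and 574 were lower.

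**Figure D1:**
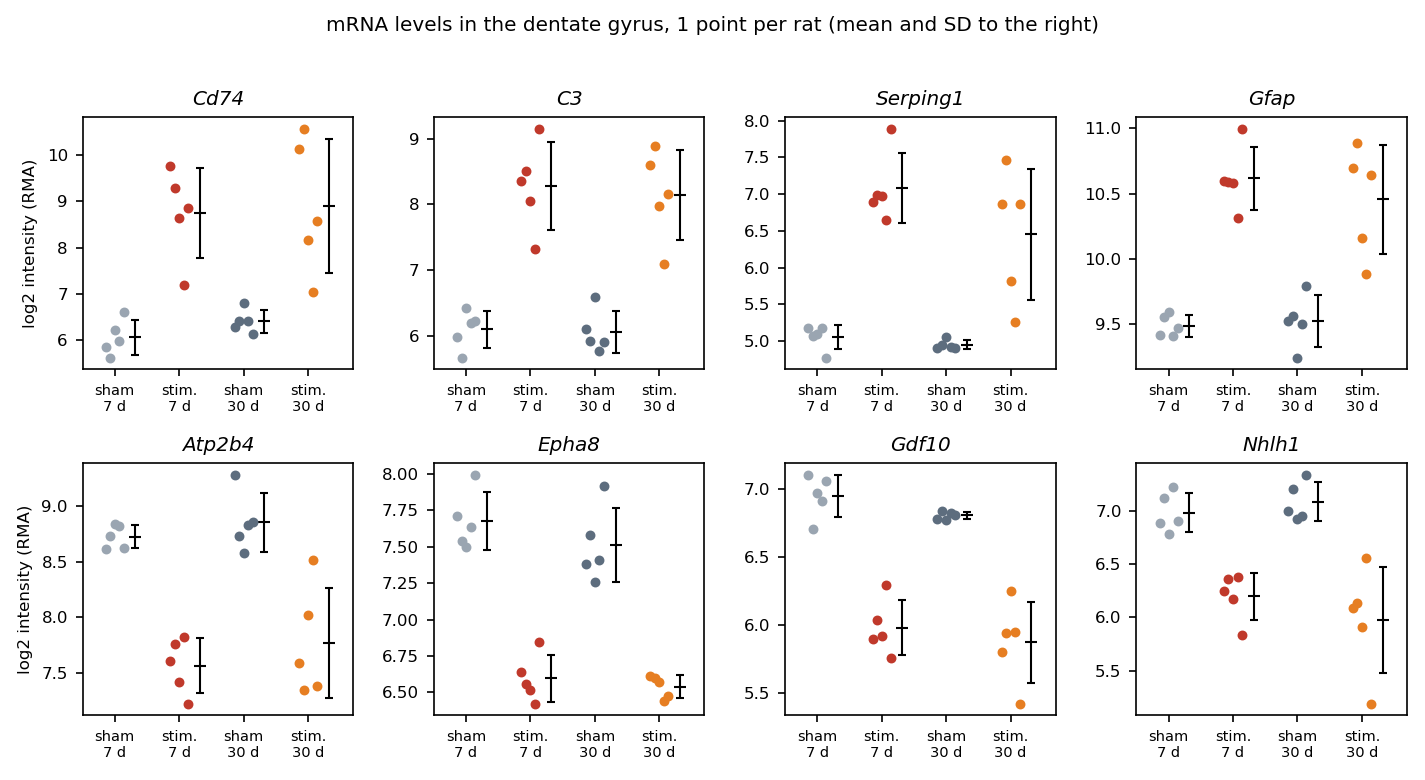
Log2 intensity of 8 named genes in the dentate gyrus, with 1 point per rat and the mean and SD of the 5 rats of each group, for sham-operated and stimulated rats at 7 d and at 30 d. Cd74 and C3 lie higher and Atp2b4 and Epha8 lower in stimulated rats, as in the means 8.75 against 6.06 for Cd74 and 7.56 against 8.73 for Atp2b4 at 7 d.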

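At 30 d after SE, some genes of reactive astrocytes, microglia and complement were higher in stimulated than in sham-operated rats, and 2 of 21 measured genes of GABA interneurons were lower. Gfap, the intermediate filament of astrocytes (probe set 10747948, chromosome 10 of GRCr8 from 88352987 to 88361661), had a log2 intensity of 10.45 ± 0.417 (SD, n = 5 rats) after stimulation and 9.52 ± 0.196 (SD, n = 5) in sham-operated rats, a log2 change of 0.93 (standard error 0.149, adjusted p = 0.00194 from limma). Serinc2, a membrane protein, rose by 0.93 (standard error 0.0887, limma adjusted p = 1.26e-05). Nhlh1, a transcription factor of young neurons (probe set 10769929, chromosome 13 from 87049733 to 87054934), fell by 1.11 (standard error 0.169, limma adjusted p = 0.00129). Gdf10, a secreted factor of the TGF-beta family (probe set 10786905), fell by 0.93 (standard error 0.114, limma adjusted p = 0.000164).
Of the microglial list 5 of 25 genes rose at 30 d (18 over the list alone, mean 0.55), including the fractalkine receptor Cx3cr1 (0.73). Of the complement list 5 of 12 rose (10 over the list alone, mean 0.73), with C3 at 2.09. Of the reactive astrocyte list 7 of 22 rose (12 over the list alone, mean 0.46), including the intermediate filament Vim (0.89) and the hyaluronan receptor Cd44 (0.57). Of the MHC class II list 2 of 12 rose (7 over the list alone, mean 0.64), with Cd74 at 2.49 (SD 1.45 in stimulated and 0.252 in sham-operated rats, n = 5 each). The stimulated rats varied: relative to the mean of the sham-operated rats, this list's score ran from 0.090 in replicate 4 to 1.299 in replicate 2. In sham replicate 3 it was 0.093. The score on the microglial list was 0.118 in stimulated replicate 4 and 1.11 in stimulated replicate 2. Of the extracellular matrix list 9 of 28 genes rose when adjusted over the list alone and 0 over all genes (mean 0.19). Of the 21 measured genes of GABA interneurons 2 fell (7 over the list alone, mean -0.09; -0.046 without stimulated 30 d replicate 2 and -0.165 without stimulated 30 d replicate 5), among them the neuregulin receptor Erbb4 (-0.42), and of the 24 sodium, calcium and HCN channel genes 0 fell over all genes or over the list alone (mean -0.08, with sham replicate 3 apart below the other sham-operated rats in the list's score). Of the 18 genes of endothelium and pericytes 0 rose in either way (mean 0.10). These lists passed camera. With an estimated correlation the adjusted p was 0.118 for the first 5 and for endothelium, 0.205 for GABA interneurons and 0.182 for the channels. By fry all of them but GABA interneurons passed (adjusted p = 0.0737).
Among all genes tested, 132 probe sets (127 genes) were higher and 142 (135 genes) lower at an adjusted p under 0.05, and 1797 (11.4%) differed at an unadjusted p under 0.05. All 5 stimulated rats lay on one side of all 5 sham-operated rats in 215 of these 274 probe sets, and in 4.27% of all. Of the 132 higher probe sets 105 were also higher at 7 d (5.31 expected if the lists were independent), and of the 142 lower ones 104 were also lower at 7 d (3.5 expected). Lox, which crosslinks collagen, rose by 1.00, and Necab3 rose by 0.90. The neuropeptide Nmb fell by 0.97, the motor protein Myo5b by 0.93 and Ddit4l, an inhibitor of mTOR signalling, by 0.86. No gene's change differed between 30 d and 7 d at an adjusted p under 0.05 in limma (smallest adjusted p = 0.399, for Cdh4). At an unadjusted p under 0.05, 682 probe sets (4.32%) differed in limma. At the adjusted threshold, 2 probe sets differed with array weights and 1 without sham 7 d replicate 3. Without moderated variances, 0 differed in the model of the 4 groups. The count of higher probe sets was 207 without stimulated 7 d replicate 5, 219 without stimulated 30 d replicate 4, and 85, 78, 74, 68 and 63 without sham 30 d replicates 1, 2 and 4 and stimulated 30 d replicates 1 and 2; the count of lower ones was 69, 69, 85, 83, 69 and 90 without sham 30 d replicates 2, 4 and 5 and stimulated 30 d replicates 1, 2 and 5.

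**Figure D2:**
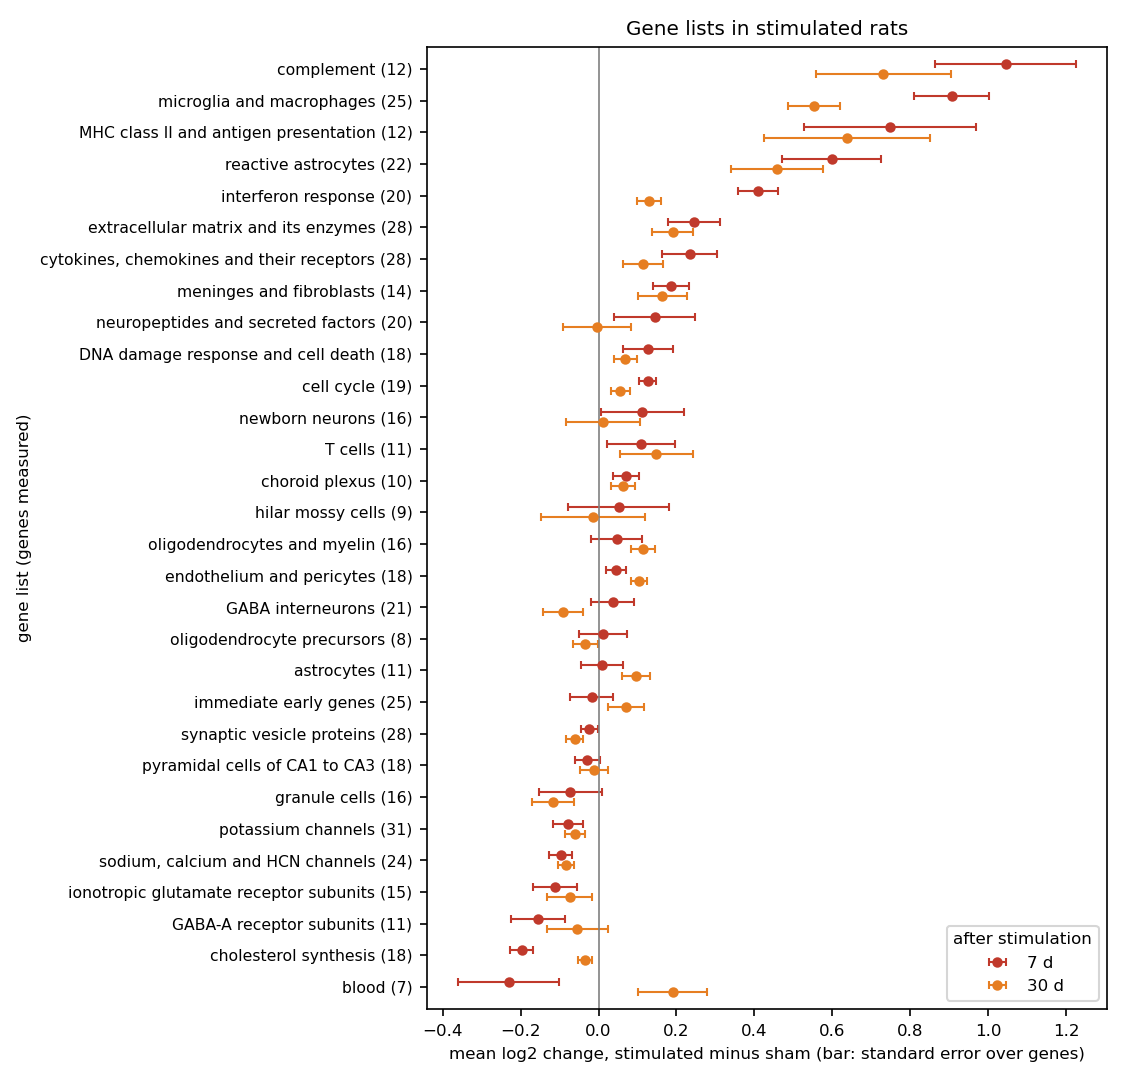
Mean log2 change, stimulated minus sham-operated, of 30 gene lists at 7 d and at 30 d, with the standard error over the genes of a list (7 to 31 genes per list). The complement, microglial, MHC class II and reactive astrocyte lists have the largest means, from 0.60 to 1.045 at 7 d and from 0.46 to 0.73 at 30 d.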

We compared changes in miRNA expression evaluated with Exiqon microarrays and mRNA expression evaluated with Affymetrix microarrays in the dentate gyri of the same group of animals. Table 4 summarizes the potential target mRNAs that change expression in the opposite direction of the miRNA. 

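Most genes of Table 4 were higher at 7 d, and of those that passed an unadjusted p under 0.05 at 30 d as many were higher as were lower. At 7 d, 39 of the 44 measured genes rose and 4 fell in the listed direction at an unadjusted p under 0.05, the threshold of the methods, and at 30 d 5 of the 19 measured genes rose and 5 fell. The largest change was that of Enpp6, a phosphodiesterase of newly formed oligodendrocytes (log2 change 0.85, standard error 0.170, adjusted p = 0.0032 from limma, all 5 stimulated above all 5 sham-operated rats). Arpc1b, a subunit of the actin-nucleating Arp2/3 complex, rose by 0.71 (limma adjusted p = 0.00153) and Tmbim1 by 0.61 (adjusted p = 0.000236). Ikzf1, a transcription factor of blood cells, rose by 0.51 (limma adjusted p = 0.000538), and Cdk6, a kinase of the cell cycle, by 0.44 (adjusted p = 2e-04). Slc16a10, a transporter of aromatic amino acids, fell by 0.35 at 7 d (limma adjusted p = 0.00676) and by 0.37 at 30 d (adjusted p = 0.0138). Socs5, a suppressor of cytokine signalling (chromosome 6 of GRCr8 from 13235157 to 13266161), fell by 0.33 at 30 d (limma adjusted p = 0.0105).
By miRNA, 28 of the 29 measured targets of miR-124-3p passed at 7 d, 6 of 6 of miR-30d-5p, 4 of 4 of miR-92b-3p and 3 of 3 of miR-21-5p. Table 4 holds only targets already chosen in these rats for passing this threshold opposite to the miRNA. The counts are therefore not shares of all targets of a miRNA. At 30 d 3 of 3 targets of miR-29b-3p passed, among them the matrix protein Sparc and the collagen Col1a2 (log2 changes of 0.25 and 0.20). Of the targets of miR-30e-5p 2 of 5 passed and of those of miR-21-5p 3 of 4. Of the 4 measured targets of miR-146a-5p none passed, with log2 changes of -0.18 for Il1rap, -0.12 for Pa2g4, -0.08 for Nfix and 0.00067 for Mettl7a at its brighter probe set. The other probe set of Mettl7a fell by 0.15 at an unadjusted p under 0.05 in limma, and Il1rap, Pa2g4 and Nfix passed in an unmoderated test of the 2 groups.
Over all genes tested, 26 of the genes at 7 d (25 higher, 1 lower) and 2 at 30 d (both lower) passed an adjusted p under 0.05. Adjusted over the list alone these were 43 and 9, which is not independent evidence, since Table 4 was chosen on these rats. The median size of the log2 change was 0.31 at 7 d and 0.20 at 30 d. At 7 d 20 genes and at 30 d 2 genes had all 5 stimulated rats on one side of all 5 sham-operated rats. Of the genes listed at 7 d, all 44 had the same sign at 30 d and 4 passed the adjusted threshold there. Of the 19 measured genes listed at 30 d, 14 changed in the listed direction at 7 d. Of these, 5 passed the adjusted threshold there, among them Sparc (0.60), Dll1 (-0.33) and Mettl7a (-0.26). For Mettl7a the change at 30 d was 0.00067 at the same probe set, so that its measured sign differed between the time points. For 4 of the genes listed at 7 d and 4 of those listed at 30 d the change differed between the time points at an unadjusted p under 0.05, and for none at an adjusted p. The paper started from curated miRNA targets with experimental evidence and kept those that changed opposite to the miRNA. It proposes that miRNA potentially regulates these mRNAs in the epileptic dentate gyrus.

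**Figure D3:**
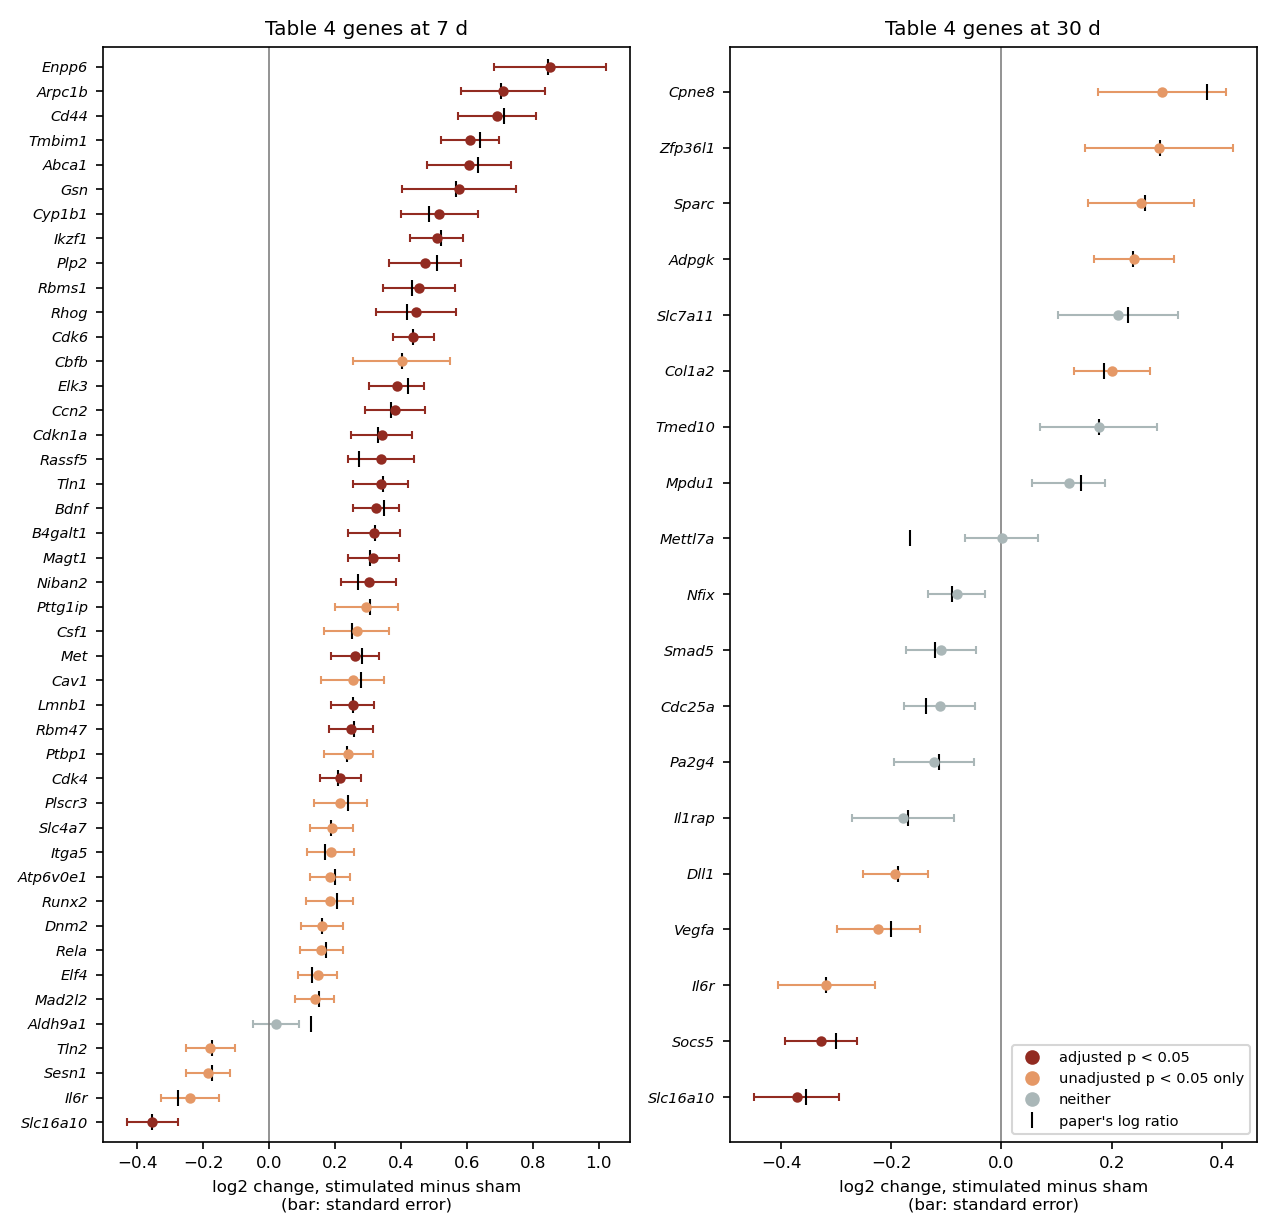
Log2 change, stimulated minus sham-operated, of the measured genes of Table 4 at 7 d and at 30 d, with the standard error from limma; the colours separate an adjusted p under 0.05, an unadjusted p under 0.05 and neither, and the ticks mark the paper's own values. The changes reach 0.85 at 7 d and lie between -0.37 and 0.29 at 30 d.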

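Genes listed in Table 4 under more than 1 miRNA were Rbms1 and Ccn2 at 7 d, each under miR-124-3p and miR-30d-5p, and Il6r at 30 d, under miR-21-5p and miR-23a-3p. Rbms1, a protein that binds single-stranded nucleic acid (probe set 10845607, chromosome 3 of GRCr8 from 65604475 to 65829072), rose from 5.84 ± 0.144 to 6.30 ± 0.288 (SD, n = 5 rats per group), a log2 change of 0.45 (standard error 0.109, adjusted p = 0.0129 from limma). In this gene stimulated replicate 5 (6.81) and sham replicate 3 (6.10) each stood apart from the other rats of their group. Ccn2, a matrix protein listed there as CTGF (probe set 10717233, chromosome 1 from 22621498 to 22624614), rose from 4.92 ± 0.238 to 5.301 ± 0.105 (SD, n = 5 per group), a log2 change of 0.38 (standard error 0.0915, limma adjusted p = 0.0129). Sham replicate 3 (5.32) stood apart from the other sham-operated rats in Ccn2. At 30 d the log2 changes of Rbms1 and Ccn2 were 0.21 and 0.14, and the tests of the difference between the time points gave an unadjusted p = 0.132 and 0.0706 in limma.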

Interestingly, several potential gene targets can be targeted by more than one miRNA. Moreover, some of these genes have been previously implicated in epileptogenesis or epilepsy (Table 4). Thus, we performed functional analysis of potential mRNA targets which revealed that target genes can be involved in several biological functions that have been previously associated with epilepsy, including regulation of transcription, response to wounding, apoptosis, cell proliferation, and immune response (Table 5).

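In Table 4 a neurotrophin, an adhesion receptor and a growth factor of microglia were higher at 7 d. Bdnf, the brain-derived neurotrophic factor (probe set 10852620, chromosome 3 of GRCr8 from 116619633 to 116670212), had a log2 intensity of 6.46 ± 0.105 (SD, n = 5) in stimulated and 6.14 ± 0.131 (SD, n = 5) in sham-operated rats. Its log2 change was 0.32 (standard error 0.0701, adjusted p = 0.00603 from limma), with stimulated replicate 2 apart from the others of its group at 6.65, and at 30 d it was 0.21 (adjusted p = 0.172; difference between the time points, unadjusted p = 0.252). Cd44, a receptor for hyaluronan on glia and immune cells (probe set 10847761, chromosome 3 from 109610824 to 109699776), rose from 4.59 ± 0.0457 to 5.28 ± 0.335 (SD, n = 5 per group), a log2 change of 0.69 (standard error 0.118, limma adjusted p = 0.00106). Csf1, the ligand of the microglial receptor Csf1r, rose by 0.27 at an unadjusted p under 0.05 (standard error 0.0989) but not after adjustment (limma adjusted p = 0.127). Without stimulated 7 d replicate 5 the change in Csf1 was 0.19 and no longer passed.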

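At 7 d most measured genes of most functions in Table 5 were higher in stimulated rats. The 3 measured genes of its immune response were lower, at an unadjusted p only, unlike the complement and microglial lists (mean changes 1.045 and 0.91). At 30 d most measured genes of the functions in Table 5 were lower or did not pass. At 7 d, of 9 measured genes of cell motion 8 rose and 1 fell at an unadjusted p under 0.05, and 7 rose after adjustment over all genes in limma. The galactosyltransferase B4galt1 (0.32) was among them. Of 8 genes of the response to wounding 7 rose and 1 fell (5 after adjustment), including the transcription factor Elk3 (0.39). Of 15 genes of the regulation of cell proliferation 10 rose, 3 fell and 2 did not pass (6 after adjustment), including Cdk4 (0.22) and the small GTPase Rhog (0.45). Of 11 genes of the regulation of transcription 7 rose, 1 fell and 3 did not pass (2 after adjustment). Both measured genes of the regulation of apoptosis, Rassf5 (0.34) and, at the brighter of 2 probe sets, the actin-severing protein Gsn (0.58; -0.02 at the other), rose, with stimulated replicate 1 apart below the others in Rassf5 and stimulated replicate 5 apart above them in Gsn. In the immune response Il1rap (-0.28) and Vegfa (-0.24) were lower with Il6r, 3 of 3 measured genes, and 0 of these passed after adjustment. Of 11 genes of intracellular signaling 7 rose, 1 fell and 3 did not pass (6 after adjustment). At 30 d, of 5 genes of intracellular signaling 1 rose, 3 fell and 1 did not pass, of 4 genes of the regulation of transcription 1 fell and 3 did not pass, and of 3 genes of the immune response 2 fell and 1 did not pass. The genes of Table 5 were drawn from Table 4, which was chosen on these rats, so that their directions are not independent evidence. The block for 7 d also holds genes that Table 4 lists at 30 d, such as Vegfa and Il1rap, which are counted here with their changes at 7 d.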

**Table 4:** Predicted target genes for miRNAs that changed expression level at 7 d and 30 d after stimulation.

**ID**	**miRNA regulation**	**Target gene**	**p-value**	**Log Ratio**
**7 d**				
miR-212-3p	upregulated	TLN2, talin 2	0.028	-0.173
miR-21-5p	upregulated	SESN1, sestrin 1	0.033	-0.175
		BTG2, BTG family, member 2	0.004	-0.269
		IL6R, interleukin 6 receptor	0.012	-0.276
		SLC16A10, solute carrier family 16, member 10 (aromatic amino acid transporter)	0.002	-0.357
miR-124-3p	downregulated	ARPC1B, actin related protein 2/3 complex, subunit 1B	0.001	0.704
		TMBIM1, transmembrane BAX inhibitor motif containing 1	0.000	0.641
		GSN, gelsolin	0.032	0.566
		NFATC1, nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 1	0.003	0.534
		PLP2, proteolipid protein 2	0.008	0.508
		CYP1B1, cytochrome P450, family 1, subfamily B, polypeptide 1	0.009	0.485
		CDK6, cyclin-dependent kinase 6	0.000	0.437
		RBMS1, RNA binding motif, single stranded interacting protein 1	0.018	0.434
		ELK3, ETS-domain protein (SRF accessory protein 2)	0.003	0.422
		RHOG, ras homolog family member G	0.035	0.419
		CTGF, connective tissue growth factor	0.011	0.369
		BDNF, brain-derived neurotrophic factor	0.001	0.349
		TJP2, tight junction protein 2	0.003	0.345
		TLN1, talin 1	0.009	0.344
		B4GALT1, UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 1	0.002	0.321
		PTTG1IP, pituitary tumor-transforming 1 interacting protein	0.027	0.307
		MAGT1, magnesium transporter 1	0.019	0.306
		CAV1, caveolin 1, caveolae protein	0.028	0.280
		RASSF5, Ras association (RalGDS/AF-6) domain family member 5	0.006	0.273
		FAM129B, family with sequence similarity 129, member B	0.036	0.271
		RBM47, RNA binding motif protein 47	0.012	0.256
		LMNB1, lamin B1	0.011	0.253
		PLSCR3, phospholipid scramblase 3	0.045	0.240
		PTBP1, polypyrimidine tract binding protein 1	0.022	0.236
		CDK4, cyclin-dependent kinase 4	0.009	0.208
		***ATP6V0E1, ATPase, H+ transporting, lysosomal 9kDa, V0 subunit e1***	0.015	0.200
		RELA, v-rel reticuloendotheliosis viral oncogene homolog A	0.038	0.172
		DNM2, dynamin 2	0.047	0.161
		MAD2L2, MAD2 mitotic arrest deficient-like 2	0.050	0.151
		ELF4, E74-like factor 4 (ets domain transcription factor)	0.005	0.130
		ALDH9A1, aldehyde dehydrogenase 9 family, member A1	0.042	0.127
miR-301a-3p	downregulated	MAFB, v-maf musculoaponeurotic fibrosarcoma oncogene homolog B	0.001	0.576
		CSF1, colony stimulating factor 1	0.037	0.252
miR-30d-5p	downregulated	RBMS1, RNA binding motif, single stranded interacting protein 1	0.018	0.434
		CBFB, core-binding factor, beta subunit	0.044	0.403
		CTGF, connective tissue growth factor	0.011	0.369
		MET, *met* proto-oncogene (hepatocyte growth factor receptor)	0.003	0.283
		TP53, tumor protein p53	0.046	0.216
		RUNX2, runt-related transcription factor 2	0.014	0.207
		SLC4A7, solute carrier family 4, sodium bicarbonate cotransporter, member 7	0.043	0.189
miR-328a-3p	downregulated	CD44, *CD44* molecule	0.001	0.713
miR-33-5p	downregulated	ABCA1, ATP-binding cassette, sub-family A (ABC1), member 1	0.003	0.634
miR-92b-3p	downregulated	ENPP6, ectonucleotide pyrophosphatase/phosphodiesterase 6	0.003	0.846
		IKZF1, IKAROS family zinc finger 1	0.000	0.521
		CDKN1A, cyclin-dependent kinase inhibitor 1A	0.013	0.331
		ITGA5, integrin, Ralpha 5	0.033	0.170
**30 d**				
miR-146a-5p	upregulated	NFIX, nuclear factor I/X (CCAAT-binding transcription factor)	0.033	-0.090
		PA2G4, Proliferation-Associated Protein 2G	0.030	-0.113
		METTL7A, methyltransferase like 7A	0.014	-0.166
		IL1RAP, interleukin 1 receptor accessory protein	0.035	-0.170
miR-21-5p	upregulated	CDC25A, cell division cycle 25A	0.011	-0.137
		SOCS5, suppressor of cytokine signaling 5	0.007	-0.300
		IL6R, interleukin 6 receptor	0.018	-0.318
		SLC16A10, solute carrier family 16, member 10 (aromatic amino acid transporter)	0.007	-0.354
miR-23a-3p	upregulated	SMAD5, SMAD family member 5	0.013	-0.120
		IL6R, interleukin 6 receptor	0.018	-0.318
miR-34a-5p	upregulated	DLL1, delta-like 1	0.014	-0.188
		VEGFA, vascular endothelial growth factor A	0.039	-0.200
miR-29b-3p	downregulated	ZFP36L1, ZFP36 ring finger protein-like 1	0.028	0.287
		SPARC, secreted protein, acidic, cysteine-rich (osteonectin)	0.012	0.260
		COL1A2, collagen, type I, alpha 2	0.032	0.186
miR-30e-5p	downregulated	CPNE8, copine VIII	0.028	0.372
		ADPGK, ADP-dependent glucokinase	0.005	0.238
		SLC7A11, solute carrier family 7 (anionic amino acid transporter light chain, xc- system), member 11	0.041	0.230
		TP53, tumor protein p53	0.045	0.182
		TMED10, transmembrane emp24-like trafficking protein 10 (yeast)	0.020	0.177
		MPDU1, mannose-P-dolichol utilization defect 1	0.044	0.144

**Table 5:** Functional classification of potential target genes for miRNAs that changed expression levels at 7 d or 30 d after stimulation.

**Biological function**	**Gene name**
**7d**	
regulation of transcription	BTG2, IKZF1, ELF4, MAFB, RELA, TP53, ELK3, RUNX2, CBFB, NFATC1, DNM2, PA2G4, VEGFA, SMAD5, NFIX
cell motion	B4GALT1, ARPC1B, TLN1, BDNF, CD44, ITGA5, CTGF, MET, IL6R
response to wounding	B4GALT1, CD44, ITGA5, CTGF, GSN, RELA, IL6R, ELK3
regulation of cell proliferation	B4GALT1, CAV1, CSF1, RELA, TP53, CDK6, IL6R, CDK4, SESN1, BDNF, CDKN1A, BTG2, RUNX2, RHOG, PA2G4, VEGFA, TP53, CDC25A
cytoskeleton organization	ARPC1B, TLN1, CAV1, TLN2, GSN
regulation of phosphorylation	CDKN1A, CAV1, CSF1, MET, IL6R
membrane organization	CAV1, PLSCR3, TP53, ABCA1, DNM2
cation homeostasis	CAV1, ATP6V0E1, TP53
intracellular signaling	CAV1, RASSF5, CTGF, GSN, MET, TP53, ABCA1, RHOG, NFATC1, VEGFA, SMAD5, COL1A2, SOCS5
ion transport	PLP2, CAV1, ATP6V0E1, SLC4A7, NFATC1
protein localization	TLN1, CAV1, TLN2, PTTG1IP, TP53, ABCA1
regulation of apoptosis	RASSF5, GSN, TP53
immune response	IL1RAP, VEGFA, TP53, IL6R
**30 d**	
intracellular signaling	VEGFA, SMAD5, COL1A2, SOCS5, DLL1
cell proliferation	PA2G4, VEGFA, TP53, CDC25A
regulation of transcription	PA2G4, VEGFA, SMAD5, TP53, NFIX
Immune response	IL1RAP, VEGFA, TP53, IL6R
regulation of apoptosis	VEGFA, TP53, IL6R

For gene name abbreviations see Table 4.

## Discussion

Here, we show for the first time that prolonged changes in the expression of miRNAs in the rat dentate gyrus follow status epilepticus. We present lists of miRNAs that change expression levels as well as patterns of miRNA expression at different time points after status epilepticus. We also present the potential mRNA targets that could be regulated by miRNAs in the dentate gyrus and discuss the role of changes in miRNA expression in epilepsy.

miRNA has been recently implicated in a number of neurological diseases and psychiatric disorders, including brain tumors, ischemia, Alzheimer’s disease, schizophrenia, bipolar disorder and anxiety [15,42-45]. Alterations in the expression of some miRNAs have been shown in both epilepsy patients and experimental models (recently reviewed in [12]. In human temporal lobe epilepsy with hippocampal sclerosis, dysfunction of the miRNA processing machinery has been reported [21]. In the hippocampus of patients with epilepsy, McKierman et al. observed decreases in the expression of the Dicer protein, which was associated with reduced levels of mature miRNAs [21]. Kan et al. performed profiling of miRNA expression in the hippocampus and found specific miRNA expression signatures in control subjects and in epilepsy patients with and without hippocampal sclerosis [22]. A study by Abou-Zeid et al. concentrated on the role of miR-155. They showed an upregulation of miR-155 in the hippocampi of children with mesial temporal lobe epilepsy [20].

Few reports describing acute global changes in expression of miRNA following epileptogenic stimuli in experimental models have been recently published. Alterations in the expression of several miRNAs were observed in the rat hippocampus 24 hours following kainic acid-induced status epilepticus, ischemic stroke and intracerebral hemorrhage [46]. Alterations in miRNA expression were also found in hippocampal CA3 24 h following an intra-amygdala injection of kainic acid, in the hippocampus 24 h and 7 d following controlled cortical impact in rat, and in the hippocampus and hippocampal synaptoneurosomes at 4 h and 48 h following pilocarpine-induced status epilepticus [25,47,48].

Few data sets describe changes in the expression levels of miRNAs during chronic epilepsy in rats. The lithium-pilocarpine model of temporal lobe epilepsy was used in these studies. Hu et al. found an upregulation of 9 and a downregulation of 15 miRNAs in rat hippocampi 2 months after pilocarpine-induces status epilepticus [23] while Song et al. found downregulation of 5 and an upregulation of 18 miRNAs 60 d after pilocarpine application [24]. Moreover, changes in miRNA expression were studied in the hippocampus and hippocampal synaptoneurosomes at 4 h, 48 h and 3 wks following pilocarpine-induced status epilepticus [25].

In contrast to previous reports, which showed alterations in miRNA expression in the whole hippocampus, we were interested in miRNA expression profiles only in the dentate gyrus. By comparing the miRNA expression levels between all sham-operated and all stimulated animals regardless of the time point of tissue collection, we have identified a set of miRNAs that can have long-lasting effects on gene expression in the epileptic dentate gyrus (see Figure 1B, Table 1). On the other hand, the analysis of time-point specific alteration in miRNA expression between stimulated and time-matched sham-operated animals allowed us to distinguish miRNA whose actions may be more restricted in time (Figure 2, 3; Tables 2, 3). We can conclude that the patterns of miRNA expression are dynamic in time and unique for ensembles of miRNAs (Figure 3).

We have approached the issue of the role of alterations in the expression of miRNAs on the function of the epileptic brain by analyzing molecular networks that can be affected by the miRNAs detected in our study (Figure 3B, C). The Ingenuity Pathway analysis used for this analysis contains experimentally validated data on mRNAs targeted by miRNA combined with assembly of metabolic pathways also build on the basis of experimentally confirmed knowledge. Given that miRNAs have been extensively studied in cancer [49], it is not surprising that many functions assigned to miRNA clusters have been shown to be related to cancer. These include cancer, cell growth and proliferation, cell cycle, and hematological diseases. Some other functions, such as inflammatory disease and inflammatory response have been related to the pathophysiology of epilepsy because inflammation and immune response play an important role in this disease [8,50,51]. Interestingly, despite the obvious bias towards cancer related functions, we were able to detect functions specific for the brain. In particular, miRNAs from several of identified clusters are involved in Alzheimer’s disease, schizophrenia, and multiple sclerosis. Moreover, miRNA belonging to clusters 4 and 6, which increased in expression at early time points following stimulation, have a role in neuronal plasticity, because “LTP of CA1 neurons” and “quantity of mushroom spines” were assigned to these clusters. Both LTP and structural changes in spines have been previously implicated in epilepsy [52].

The other approach for understanding the functional impact of changes in miRNA expression in our experimental model was to distinguish the potential mRNA targets for miRNAs that changed expression levels in the dente gyrus. We took advantage of the transcriptome profiling data obtained from our rats and selected mRNAs that have been previously shown to be regulated by these miRNAs and changed expression levels in the dentate gyrus in the expected direction. We detected several target mRNAs that are potentially regulated by miRNA in the epileptic dentate gyrus. Protein products of these mRNAs are involved in several molecular events that occur in epileptic tissue, including the regulation of transcription, second messenger signaling, ion homeostasis, immune response, response to wounding, and regulation of cell death [8]. 

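The receptor gene Il6r was lower in the dentate gyrus of stimulated rats at 7 d and 30 d, at an unadjusted p under 0.05 in both. Its log2 intensity (probe set 10824530, chromosome 2 of GRCr8 from 177582020 to 177646705) was 6.09 ± 0.178 (SD, n = 5) in stimulated and 6.33 ± 0.0914 (SD, n = 5) in sham-operated rats at 7 d, and 6.03 ± 0.165 and 6.35 ± 0.143 (SD, n = 5 each) at 30 d. The log2 changes were -0.24 (standard error 0.0879, adjusted p = 0.121 from limma) and -0.32 (standard error 0.0879, adjusted p = 0.072), and they did not differ detectably between the time points (unadjusted p = 0.532). Without stimulated 7 d replicate 5, the adjusted p at 30 d was 0.0375. Il6, the cytokine itself, was above the background in 0 of 20 arrays, with a mean log2 intensity of 3.36 against a background of 3.69, so that a change in it was not detectable on these arrays. Il6st, the signal-transducing subunit of the receptor, was above the background in 20 arrays, with log2 changes of 0.06 at 7 d and 0.13 at 30 d that did not pass (limma adjusted p = 0.711 and 0.515).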

Interestingly, one of the potential target for several miRNAs is the receptor for interleukin 6 (IL6R). The role of cytokines, including the IL6 system has been extensively studied in epilepsy [53]. The upregulation of both IL6 and IL6R occurs following status epilepticus [54,55]. However there are no experimental data on the involvement of miRNA in the regulation of IL6R expression in the brain.

In general, the functions of the miRNAs that changed expression levels in the present experiment are related to inflammation, neuronal plasticity and neuronal development. However, the functions of even experimentally confirmed mRNA targets in the brain for the majority of miRNAs detected in our experiments, as well as for the presumed mRNA targets are not known. Altogether, understanding the impact of such orchestrated changes in miRNA expression on the function of brain tissue will require in-depth knowledge on the targets of each miRNA. At present, this knowledge is still fragmented, and for some miRNAs, it is non-existent.

Interestingly, we observed that there is an overlap between previously reported datasets derived from the epileptic hippocampus by others and our data set from the dentate gyrus. We found common expression of 9 miRNAs (miR-132, miR-137, miR-139, miR-29a, miR-324, miR-352, miR-282, miR-146a, and miR-23a) when our data were compared to a data set describing miRNA expression 60 d after pilocarpine-induced status epilepticus [24]. There are 6 common miRNAs (miR-138, miR-301a, miR-33, miR-34a, miR-146a, and miR-23a) between our data set and work of Hu et al. who studied miRNA expression profiles in a pilocarpine-induced model of epilepsy [23]. Additionally, four miRNAs (miR-138, miR-146b, miR-301a, and miR-92b) were common between our data and those of Kan et al. in human temporal lobe epilepsy [22]. Changes in the expression of miR-21 and miR-34a were found in our study and in a study by Risbud and Porter using the hippocampus from epileptic rats [25]. It can be argued that these changes in miRNAs expression detected in different brain areas, in human tissue, and in different experimental models of epilepsy are crucial for understanding the pathophysiology of the disease and may constitute interesting candidate targets for therapy. Interestingly, the role for some of these miRNAs frequently associated with epilepsy in different experimental setups has been already proposed.

For example, miR-146a is restricted to astrocytes and is overexpressed in activated astrocytes in human temporal lobe epilepsy and in experimental models [56-58]. This miRNA is crucial for regulation of astrocyte mediated inflammatory response by influencing IL-1β, IL-6 and COX-2 signaling [56].

Another miRNA, miR-132, is enriched in neurons and consistently upregulated following epileptogenic stimuli [57]. Its expression can be induced by neuronal activity and is regulated by CREB, transcription factor, which is also implicated in temporal lobe epilepsy [59]. miR-132 strongly influences neuronal morphology, increasing dendritic outgrowth and arborization [60]. It is also necessary for neuronal spine formation, and the overexpression of miR-132 results in increased spine density [61,62]. Furthermore, the overexpression or knock-down of miR-132 in the brain modulates learning and memory in several experimental paradigms [62-65]. In addition to its role in neuronal plasticity, miR-132 can participate also in neurodegeneration. In particular, following an intra-amygldala injection of kainic acid, the depletion of miR-132 reduces seizure-induced neurodegeneration [48].

Another miRNA that may be involved in neuroprotection is miR-34a. Its expression is acutely upregulated following status epilepticus and is also observed in epileptic animals [23,25]. The use of antagomirs against miR-34a decreased apoptotic markers in the hippocampus following pilocarpine-induced status epilepticus but was not effective in the intra-amygdala kainic acid injection model [23,66].

Although the effect of changes in expression of whole sets of miRNAs on function of brain tissue cannot currently be predicted there is a role for several individual miRNAs in epilepsy.

We conclude that complex changes in the expression of miRNAs in epileptic dentate gyrus and changes in expression of their potential mRNA targets suggest an important role for miRNA in molecular mechanisms of epilepsy, especially those related to inflammation and neuronal plasticity.

## Supporting Information

Table S1 **Members of gene clusters presented on Figure 3, representing groups of miRNAs displaying similar alterations in expression over time after stimulation.**
(XLS)

Table S2 **Lists of functions assigned to individual miRNAs present in clusters on Figure 3.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

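RNA of the left dentate gyrus was measured on Affymetrix Rat Gene 1.1 ST arrays, 1 array for each of 20 rats in 4 groups of 5: sham-operated and stimulated rats at 7 d and at 30 d. Samples were grouped by the labels of treatment, time point and replicate number, and the numbers were not taken to pair rats. The log2 values were made by the authors with RMA (background correction, quantile normalization and summary of each probe set) in oligo 1.22.0, as the methods and the sample labels state. The values were not centred by gene, floored or filtered, which was checked on the values themselves.

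The floor, filter and selection of single-gene probe sets of the methods were repeated. Of the probe sets, 18644 carried 1 gene symbol, 962 carried several and 9608 carried none. The background was the 20th percentile of all values (3.69), values below it were raised to it, and probe sets at or below it in more than 5 arrays were left out. This kept 15800 probe sets of 14589 genes, of which 739 genes had more than 1 probe set. Positions are those of GRCr8, to which 99% of the single-gene probe sets were matched by gene identifier. Between 79.0% and 80.9% of the probe sets of an array lay above the background. The correlation between 2 arrays lay between 0.9715 and 0.9977.

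Differences were computed in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) in 1 model of the 4 groups over all 20 arrays, with Benjamini-Hochberg adjustment over the probe sets tested and a threshold of 0.05. The contrasts were stimulated minus sham-operated at 7 d and at 30 d, the difference between these 2 changes, and sham-operated at 30 d minus 7 d. Table 4 genes were taken at the probe set with the highest mean and held to the methods' threshold, an unadjusted p under 0.05. In all, 30 lists of genes of cell types and processes were fixed before the data were examined, and 504 of their 608 genes were measured. Some lists share genes. They were tested with camera at a preset correlation of 0.01, and also with an estimated correlation and with fry. In a test on simulated data, changes of 0.25, 0.5, 1 and 2 on the log2 scale were recovered in 11, 46, 50 and 50 of 50 probe sets, with 9 unchanged probe sets called, and 0 were called in a comparison with no change. The simulated noise was independent between probe sets. Variation shared between genes was left out, so these counts do not give the false calls on the real arrays.

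The genes named were chosen by a rule fixed before the data were examined: the 12 largest increases and 12 largest decreases per time point among probe sets past the threshold in which all 5 stimulated rats lay on one side of all 5 sham-operated rats, the genes of Tables 4 and 5 (whose values in the paper had been seen), up to 4 members of each list with the smallest p, and Il6, Il6r and Il6st. The members named in the text beyond the 4 with the smallest p were chosen after their values were seen.

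The alternatives tried were no filter, a stricter filter, quantile normalization or centring of array medians on top of RMA, an intensity trend with robust moderation, array weights, only the groups compared, unmoderated t-tests in the model of the 4 groups, an unmoderated test of the 2 groups, the average of the probe sets of a gene, replicate numbers as a block and each rat left out in turn. The t-tests in the model of the 4 groups stood in for the methods' one-way analysis of variance, whose F test was not run. Further settings added after seeing the data were the main axis of variation among sham-operated rats as a covariate, 2 arrays that stand apart left out and 3 arrays with high Wfs1 left out. Other splits of the rats were drawn 100 times. The miRNA arrays, the time points at 14 d and 90 d, target prediction and the annotation of functions were not analysed here. Some genes of Table 4 are not reported here.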

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

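The tests of a smaller neuronal share, of tissue of CA1 to CA3, of blood left in the tissue and of exchanged labels were chosen after the results were seen, and the tests of the axis among sham-operated rats and of other splits before.

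Most genes that differed between stimulated and sham-operated rats lie outside Tables 4 and 5, which the paper discusses: 608 higher and 385 lower probe sets at 7 d and 129 higher and 140 lower at 30 d, at an adjusted p under 0.05 in limma. They stand out because the paper does not report on them.

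By camera at its preset correlation the changes at 30 d and at 7 d differed for 11 gene lists, while no gene differed at an adjusted p under 0.05 in limma, and with an estimated correlation or with fry in place of camera only the blood list passed. The differences, as the mean log2 change at 30 d minus that at 7 d, are given with each setting that ended the call or moved the mean by over 1.5 times. The settings without 2 or 3 arrays were chosen after seeing the data. Some settings passed further lists, which are not given (14 in all without sham 7 d replicate 4). Microglia and macrophages -0.3524 (adjusted p = 5.4e-07, 0.401 with an estimated correlation and 0.363 with fry): -0.2141 (adjusted p = 0.000648) without stimulated 7 d replicate 5, -0.2011 (adjusted p = 0.00356) without the 2 arrays that stand apart and -0.1759 (adjusted p = 0.00795) without the 3 arrays with high Wfs1. Interferon response -0.2798 (adjusted p = 5.4e-07, 0.401 with an estimated correlation and 0.363 with fry): -0.168 (adjusted p = 0.00211) without stimulated 7 d replicate 5 and -0.1284 (adjusted p = 0.0556) without the 2 arrays that stand apart. Cholesterol synthesis 0.1623 (adjusted p = 3.29e-06, 0.401 with an estimated correlation and 0.363 with fry): 0.1038 (adjusted p = 0.00113) without stimulated 30 d replicate 5 and 0.07712 (adjusted p = 0.0379) without the 3 arrays with high Wfs1. Blood 0.4206 (adjusted p = 0.000187, 0.031 with an estimated correlation and 0.0307 with fry). Complement -0.3135 (adjusted p = 0.00103, 0.401 with an estimated correlation and 0.374 with fry): -0.1573 (adjusted p = 0.0544) without stimulated 7 d replicate 5, -0.1911 (adjusted p = 0.0273) without stimulated 30 d replicate 4, -0.1628 (adjusted p = 0.0571) without the 2 arrays that stand apart and -0.1723 (adjusted p = 0.0557) without the 3 arrays with high Wfs1. Cytokines, chemokines and their receptors -0.1201 (adjusted p = 0.0187, 0.401 with an estimated correlation and 0.363 with fry): adjusted p = 0.062 with no filter and no floor, adjusted p = 0.0946 with array weights, -0.07263 (adjusted p = 0.14) without stimulated 7 d replicate 5, adjusted p = 0.072 without sham 30 d replicate 3, adjusted p = 0.0779 without stimulated 30 d replicate 5, -0.05912 (adjusted p = 0.376) without the 2 arrays that stand apart and -0.05732 (adjusted p = 0.274) without the 3 arrays with high Wfs1. Reactive astrocytes -0.1406 (adjusted p = 0.0312, 0.597 with an estimated correlation and 0.598 with fry): adjusted p = 0.062 with no filter and no floor, adjusted p = 0.0562 with a stricter filter, adjusted p = 0.0599 with array weights, adjusted p = 0.051 without sham 7 d replicate 5, adjusted p = 0.0526 without stimulated 7 d replicate 3, -0.0435 (adjusted p = 0.518) without stimulated 7 d replicate 5, adjusted p = 0.105 without sham 30 d replicate 3, adjusted p = 0.157 without stimulated 30 d replicate 3, -0.05221 (adjusted p = 0.362) without stimulated 30 d replicate 4, -0.02439 (adjusted p = 0.748) without the 2 arrays that stand apart and adjusted p = 0.101 without the 3 arrays with high Wfs1. GABA interneurons -0.1274 (adjusted p = 0.00522, 0.401 with an estimated correlation and 0.374 with fry): -0.1918 (adjusted p = 2.03e-05) with array weights, -0.08332 (adjusted p = 0.0851) without stimulated 30 d replicate 2, -0.2019 (adjusted p = 6.67e-06) without stimulated 30 d replicate 5 and -0.2088 (adjusted p = 2.82e-07) without the 3 arrays with high Wfs1. Neuropeptides and secreted factors -0.1473 (adjusted p = 0.03, 0.401 with an estimated correlation and 0.363 with fry): adjusted p = 0.062 with no filter and no floor, adjusted p = 0.0824 without sham 7 d replicate 5, adjusted p = 0.0575 without stimulated 7 d replicate 2, adjusted p = 0.0838 without sham 30 d replicate 3, adjusted p = 0.0519 without stimulated 30 d replicate 1, adjusted p = 0.086 without stimulated 30 d replicate 2, adjusted p = 0.0573 without stimulated 30 d replicate 3 and adjusted p = 0.0749 without the 2 arrays that stand apart. Cell cycle -0.06978 (adjusted p = 0.0217, 0.401 with an estimated correlation and 0.349 with fry): adjusted p = 0.0797 with a stricter filter, adjusted p = 0.0558 with quantile normalization on top of RMA, -0.04148 (adjusted p = 0.0294) with array medians centred, adjusted p = 0.0889 without stimulated 7 d replicate 3, adjusted p = 0.0504 without stimulated 7 d replicate 5, adjusted p = 0.051 without sham 30 d replicate 1, adjusted p = 0.097 without sham 30 d replicate 3, adjusted p = 0.0709 without stimulated 30 d replicate 2 and adjusted p = 0.199 without the 2 arrays that stand apart. Astrocytes 0.08646 (adjusted p = 0.03, 0.401 with an estimated correlation and 0.374 with fry): adjusted p = 0.136 with quantile normalization on top of RMA, adjusted p = 0.0698 without sham 7 d replicate 2, adjusted p = 0.0511 without sham 7 d replicate 5, adjusted p = 0.0961 without stimulated 7 d replicate 2, adjusted p = 0.109 without stimulated 7 d replicate 4, adjusted p = 0.0523 without sham 30 d replicate 3, adjusted p = 0.074 without sham 30 d replicate 4, adjusted p = 0.0615 without stimulated 30 d replicate 1 and adjusted p = 0.077 without stimulated 30 d replicate 2.

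In 46 of 538 groups of 5 rats (8.55%), the highest or the lowest rat stood apart from the others, with a gap to its nearest neighbour over 0.71 of the range of the group (Dixon's ratio), where chance gives about 1 in 20 groups. Stimulated 7 d replicate 5 stood apart in 13 of them, stimulated 30 d replicate 5 in 9, sham 30 d replicate 3 in 8 and sham 7 d replicate 3 in 5. Among sham 7 d rats the ratio was 0.765 for Fcrl2 (replicate 3 lowest), 0.739 for Serping1 (replicate 5 lowest), 0.899 for Nusap1 (replicate 4 highest), 0.731 for Gadd45a (replicate 3 highest), 0.832 for Rbms1 (replicate 3 highest), 0.711 for Ccn2 (replicate 3 highest), 0.741 for Tln1 (replicate 4 lowest) and 0.799 for Met (replicate 3 highest). Among stimulated 7 d rats the ratio was 0.961 for Fcrl2 (replicate 5 highest), 0.728 for Serping1 (replicate 5 highest), 0.825 for Cd68 (replicate 5 highest), 0.725 for Gabrq (replicate 1 highest), 0.784 for Ptgs2 (replicate 5 highest), 0.858 for Bdnf (replicate 2 highest), 0.758 for Gsn (replicate 5 highest), 0.793 for Plp2 (replicate 5 highest), 0.85 for Rbms1 (replicate 5 highest), 0.746 for Tln1 (replicate 5 highest), 0.858 for Rassf5 (replicate 1 lowest), 0.797 for Rbm47 (replicate 5 highest), 0.828 for Elf4 (replicate 5 highest), 0.931 for Cbfb (replicate 5 highest), 0.772 for Abca1 (replicate 5 highest) and 0.811 for DNA damage response and cell death (replicate 5 highest). Among sham 30 d rats the ratio was 0.71 for Serping1 (replicate 3 highest), 0.821 for Fgfr3 (replicate 3 lowest), 0.873 for Nusap1 (replicate 3 highest), 0.755 for Slc2a1 (replicate 3 lowest), 0.723 for Cacna1i (replicate 3 lowest), 0.811 for Rims2 (replicate 4 highest), 0.752 for Mpdu1 (replicate 3 lowest), 0.721 for potassium channels (replicate 3 lowest), 0.741 for sodium, calcium and HCN channels (replicate 3 lowest) and 0.778 for T cells (replicate 5 lowest). Among stimulated 30 d rats the ratio was 0.741 for Cldn1 (replicate 5 lowest), 0.776 for Sncg (replicate 2 lowest), 0.723 for Prc1 (replicate 5 highest), 0.846 for Abcc9 (replicate 5 highest), 0.711 for Plat (replicate 4 lowest), 0.765 for Plk5 (replicate 5 lowest), 0.73 for Aspa (replicate 5 highest), 0.771 for Cpne8 (replicate 5 highest), 0.767 for cell cycle (replicate 5 highest), 0.792 for granule cells (replicate 5 lowest), 0.801 for oligodendrocytes and myelin (replicate 5 highest) and 0.728 for potassium channels (replicate 2 lowest).

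More genes differed at 7 d than in most other splits of the 10 rats, with 1024 probe sets called. As many were called in 3 of 100 splits, the real one included (highest other 1431), so that chance is unlikely but not excluded. The 15 lists past the threshold were reached in 4 of 100 splits (highest other 18), which does not exclude chance either. The split with 1431 exchanges stimulated replicate 1 with sham replicate 3, but their scores on the microglial list argue against exchanged labels, since the rat labelled stimulated lay 0.856 above the other (SD of the other sham-operated rats 0.0385). With the main axis among sham-operated rats as a covariate 975 of the 1024 probe sets were still called in the same direction, which argues against that axis as the whole cause. A response to SE stays open as a hypothesis.

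Microglial genes were higher at 7 d by a mean log2 change of 0.91. With the axis among sham-operated rats as a covariate the mean was 0.9019 (standard error 0.0954), which argues against the axis as its cause. Blood left in the tissue would raise blood genes as well, but the blood list lay below the microglial list by -1.137 (standard error 0.161). Whether more cells or more mRNA per cell carry the change was not tested.

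Several neuronal lists passed camera as lower at 30 d at its preset correlation, and none with an estimated one: GABA interneurons (adjusted p = 0.205 with an estimated correlation), granule cells (0.256), potassium channels (0.205), sodium, calcium and HCN channels (0.182) and synaptic vesicle proteins (0.27), of which fry in place of camera did not pass GABA interneurons (0.0737), granule cells (0.1) and synaptic vesicle proteins (0.1). The call also ended for granule cells (adjusted p = 0.0571 with no filter and no floor, 0.23 with array weights, 0.0587 with only the groups compared, 0.0695 with the axis among sham-operated rats as a covariate, 0.0881 without the 2 arrays that stand apart, 0.0523, 0.11 and 0.0564 without sham 30 d replicates 1, 3 and 5, and 0.249 with a mean of -0.064 without stimulated 30 d replicate 5), potassium channels (0.0633 and 0.0636 without sham 30 d replicates 4 and 5, 0.112 without stimulated 30 d replicate 2) and synaptic vesicle proteins (0.077 without stimulated 30 d replicate 2). A smaller share of neuronal RNA was predicted to raise all other cell types alike, and the microglial list rose more than the oligodendrocyte list by 0.4404 (standard error 0.0737). A microglial response of its own would give that gap at any neuronal share, so the test cannot decide. The mean change at 30 d was 0.095 for astrocytes, 0.11 for oligodendrocytes and 0.10 for endothelium and pericytes, but -0.033 for oligodendrocyte precursors. Tissue of CA1 to CA3 in the dissected piece cannot be told apart, since the CA1 to CA3 list lay 0.1056 above the granule cell list with a standard error of 0.0661. That order rests on 3 arrays with a high level of the CA1 gene Wfs1 (8.81 in sham 30 d replicate 2, 8.64 and 9.25 in stimulated 30 d replicates 4 and 5): without them, a setting chosen after seeing the data, the mean was -0.12 for the list of pyramidal cells of CA1 to CA3 (adjusted p = 0.00649), -0.064 for granule cells (0.193) and 0.037 for oligodendrocytes and myelin (0.533), while GABA interneurons (3.02e-07), potassium channels (0.0119), sodium, calcium and HCN channels (0.00185) and synaptic vesicle proteins (0.00366) still passed.

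For the 30 d comparison 274 probe sets were called (highest other split 30, 1 of 100 splits), which makes chance unlikely. The 19 lists were reached in 3 of 100 splits (highest other 23), which does not exclude chance. Other splits passed a median of 8 lists at 30 d and 5 at 7 d, so that at the preset correlation camera passes lists under wrong labels too, and a single list call is weak evidence.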

How the results depend on the processing

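The settings with the axis among sham-operated rats as a covariate, without 2 arrays that stand apart and without 3 arrays with high Wfs1 were chosen after seeing the data.

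The counts of probe sets higher and lower at 7 d stayed within 1.5 times the reported ones under every planned setting except the unmoderated test of the 2 groups (149 and 87) and, for those lower, without stimulated 7 d replicate 5. At 30 d 370 were higher and 394 lower with array weights, 68 and 82 by unmoderated t-tests in the model of the 4 groups, and 22 and 27 in the unmoderated test of the 2 groups. With array weights 2 differed between the time points and 1394 between the sham groups. The 30 d count of higher probe sets was 200 with the axis as a covariate, and that of lower ones 69 without the 3 arrays with high Wfs1. Camera with an estimated correlation passed 0 lists at 7 d, 0 at 30 d and 1 for the difference; fry passed 10 at 30 d and 1 for the difference; without the 2 arrays that stand apart 7 passed for the difference. The cause was not tested, apart from the fewer arrays of the last settings.

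Leaving out 1 rat at a time gave 443 to 733 probe sets higher and 242 to 524 lower at 7 d, 63 to 219 higher and 69 to 186 lower at 30 d, 0 to 1 that differed between the time points and 0 to 1 between the sham groups, 37 to 43 and 8 to 12 passing Table 4 genes at 7 d and 30 d, correlations of 0.6161 to 0.7294, and 13 to 16, 15 to 22 and 6 to 14 lists (7 d, 30 d, difference; 6 without sham 30 d replicate 3).

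Aldh9a1 at 7 d and Mettl7a at 30 d, called in neither case, changed sign: Aldh9a1 was -0.01325 with array medians centred and -0.01004 with array weights (-0.03055 to 0.06665 without single rats), and Mettl7a was -0.004993, -0.02308, -0.07576 with the average of the probe sets of a gene, -0.04243 without the 2 arrays and -0.01186 without the 3 arrays (-0.04243 to 0.03478 without single rats). The cause was not tested. Of the list means, 72 of 3030 values under other settings had the other sign, none with either value past the threshold. Numbering the replicates as blocks gave 612 and 356 probe sets at 7 d and 140 and 125 at 30 d. Neither the paper nor the labels say whether the numbers pair rats. The 2-group tests were not run for the difference. Simulated changes of 0.25 on the log2 scale were recovered in 11 of 50 probe sets and of 0.5 in 46.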

Differences from the paper's values

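For Mettl7a at 30 d the paper's log ratio is -0.166, and the log2 change here was 0.0006729 at the probe set with the higher mean. The other probe set of Mettl7a gave -0.15, close to the paper's value, and passed an unadjusted p under 0.05. Of the alternatives set before the data were examined, the average of the probe sets of the gene (-0.07576) lies within the replicate SD of the paper's value, and the others, each rat left out in turn included, do not.

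Across the measured genes of Table 4 the log2 changes here correlated with the paper's log ratios at r = 0.9941 at 7 d (42 of 44 within 0.05) and 0.9805 at 30 d (17 of 19). At the threshold of the methods, an unadjusted p under 0.05, 43 of 44 genes passed at 7 d and 10 of 19 at 30 d, whereas the paper lists all of them. At 30 d 15 of 19 passed with only the groups compared and 15 in the unmoderated test of the 2 groups, 13 with array weights, 11 with the average of the probe sets of a gene and 9 by unmoderated t-tests in the model of the 4 groups. The F test of the methods' one-way analysis of variance was not run.

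Most of the genes that did not pass here passed under some of the settings, named here for each gene. Aldh9a1 passed under none, and its other probe set gave 0.11 (the paper's log ratio is 0.127) without passing. Nfix passed with the unmoderated test of the 2 groups. Pa2g4 passed with array weights, with only the groups compared, with the unmoderated test of the 2 groups and without stimulated 7 d replicate 5. Mettl7a at the probe set with the higher mean passed under none. Il1rap passed with array weights, with only the groups compared, with the unmoderated test of the 2 groups, without sham 7 d replicate 2, without sham 7 d replicate 3, without stimulated 7 d replicate 4 and without stimulated 30 d replicate 5. Cdc25a passed with only the groups compared and with the unmoderated test of the 2 groups. Smad5 passed with only the groups compared, with the unmoderated test of the 2 groups and without stimulated 7 d replicate 5. Slc7a11 passed with array weights, with only the groups compared, without sham 7 d replicate 4, without stimulated 7 d replicate 4, without sham 30 d replicate 4 and without stimulated 30 d replicate 4. Tmed10 passed with the average of the probe sets of a gene. Mpdu1 passed without stimulated 30 d replicate 5. Il1rap and Slc7a11 also passed with the axis among sham-operated rats as a covariate, a setting chosen after seeing the values under which 43 genes at 7 d and 12 at 30 d passed and none of the genes that passed before was dropped. Mpdu1 also passed without the 3 arrays with high Wfs1, a setting chosen after seeing the values that drops Zfp36l1, Sparc and Cpne8 and under which 8 genes at 30 d passed.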

Other observations

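Genes of newborn neurons moved both ways at 7 d: the transcription factors Sox11 (1.19) and Sox4 (0.57), the guidance protein Draxin (0.50) and the microtubule protein Dcx (0.30) were higher, and Nhlh1 (-0.78) and Neurod1 (-0.41) were lower. The synaptic pentraxin Nptx2 (0.71) and the growth factor Igf1 (1.01) were higher and the immediate early gene Nr4a3 (-0.62) was lower.

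At 7 d the remaining lists were tested with camera. The adjusted p without single rats or under another setting is given where that changed the call. The mean is given where it moved by over 1.5 times, but only for lists with an adjusted p under 0.05 here. Such moves of the other lists are not given, so that their silence does not mean a stable mean. The settings with the axis and without 2 or 3 arrays were chosen after seeing the data. Newborn neurons: 4 of 16 higher and 2 lower (5 and 2 over the list alone), mean 0.11, adjusted p = 0.101 (0.177 with an estimated correlation; 0.0449 without stimulated 7 d replicate 1; 0.00536 with fry). Neuropeptides and secreted factors: 5 of 20 higher and 1 lower (6 and 3 over the list alone), mean 0.14, adjusted p = 0.161 (0.385 with an estimated correlation). Immediate early genes: 3 of 25 higher and 2 lower (3 and 2 over the list alone), mean -0.018, median 0.02, so that the mean, the median or the test differ in sign, adjusted p = 0.715 (0.918 with an estimated correlation). DNA damage response and cell death: 4 of 18 higher and 0 lower (5 and 1 over the list alone), mean 0.13, adjusted p = 0.0112 (0.0967 with an estimated correlation; 0.0521 without sham 7 d replicate 3; 0.0584 with array weights, 0.0536 without the 2 arrays that stand apart). GABA-A receptor subunits: 0 of 11 higher and 2 lower (0 and 3 over the list alone), mean -0.15, adjusted p = 0.0367 (0.406 with an estimated correlation; 0.158 and mean -0.1017 without sham 7 d replicate 2, 0.178 without sham 7 d replicate 4, 0.0818 without stimulated 7 d replicate 4, and 0.116 and mean -0.09599 without stimulated 7 d replicate 5; 0.101 with a stricter filter, 0.0792 with quantile normalization on top of RMA, 0.0705 with array medians centred, 0.193 and mean -0.09652 with array weights, 0.149 with fry, 0.207 and mean -0.09129 with the axis among sham-operated rats as a covariate, 0.123 and mean -0.09599 without the 2 arrays that stand apart). Potassium channels: 1 of 31 higher and 2 lower (2 and 6 over the list alone), mean -0.078, adjusted p = 0.0404 (0.177 with an estimated correlation; 0.0611 without sham 7 d replicate 2, 0.0814 without sham 7 d replicate 3, 0.0566 without stimulated 7 d replicate 3, 0.0544 without stimulated 7 d replicate 4, and 0.105 and mean -0.04753 without stimulated 7 d replicate 5; 0.154 with quantile normalization on top of RMA, 0.0705 with array medians centred, 0.0929 with array weights, 0.0522 with the replicate numbers as blocks, 0.0547 with the axis among sham-operated rats as a covariate, 0.0846 and mean -0.04753 without the 2 arrays that stand apart). Granule cells: 1 of 16 higher and 3 lower (1 and 4 over the list alone), mean -0.072, adjusted p = 0.324 (0.612 with an estimated correlation). Hilar mossy cells: 1 of 9 higher and 1 lower (2 and 1 over the list alone), mean 0.052, adjusted p = 0.569 (0.612 with an estimated correlation). Pyramidal cells of CA1 to CA3: 0 of 18 higher and 1 lower (0 and 1 over the list alone), mean -0.029, adjusted p = 0.323 (0.629 with an estimated correlation). GABA interneurons: 0 of 21 higher and 0 lower (0 and 0 over the list alone), mean 0.037, median -0.063, so that the mean, the median or the test differ in sign, adjusted p = 0.594 (0.869 with an estimated correlation). Synaptic vesicle proteins: 0 of 28 higher and 0 lower (0 and 0 over the list alone), mean -0.024, adjusted p = 0.253 (0.612 with an estimated correlation). Astrocytes: 1 of 11 higher and 0 lower (1 and 0 over the list alone), mean 0.0089, median -0.0082, so that the mean, the median or the test differ in sign, adjusted p = 0.871 (0.927 with an estimated correlation). Oligodendrocyte precursors: 0 of 8 higher and 0 lower (1 and 1 over the list alone), mean 0.012, median 0.0072, so that the mean, the median or the test differ in sign, adjusted p = 0.957 (0.964 with an estimated correlation). Oligodendrocytes and myelin: 1 of 16 higher and 0 lower (1 and 0 over the list alone), mean 0.046, adjusted p = 0.594 (0.869 with an estimated correlation). Endothelium and pericytes: 0 of 18 higher and 0 lower (0 and 0 over the list alone), mean 0.045, adjusted p = 0.253 (0.531 with an estimated correlation). Choroid plexus: 0 of 10 higher and 0 lower (0 and 0 over the list alone), mean 0.07, adjusted p = 0.31 (0.472 with an estimated correlation). Blood: 0 of 7 higher and 1 lower (0 and 2 over the list alone), mean -0.23, adjusted p = 0.111 (0.194 with an estimated correlation; 0.0423 without stimulated 7 d replicate 5; 0.0309 with fry, 0.0451 without the 2 arrays that stand apart). T cells: 1 of 11 higher and 0 lower (1 and 0 over the list alone), mean 0.11, adjusted p = 0.323 (0.47 with an estimated correlation).

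At 30 d the remaining lists were as follows, given by the same rules. Interferon response: 1 of 20 higher and 0 lower (3 and 0 over the list alone), mean 0.13, adjusted p = 0.00129 (0.363 with an estimated correlation; 0.0389 and mean 0.06925 without stimulated 30 d replicate 2; 0.304 with fry). Cytokines, chemokines and their receptors: 2 of 28 higher and 0 lower (5 and 2 over the list alone), mean 0.11, adjusted p = 0.00708 (0.248 with an estimated correlation; 0.0497 and mean 0.07245 without stimulated 30 d replicate 2; 0.134 with fry, 0.000765 and mean 0.1764 without the 3 arrays with high Wfs1). Meninges and fibroblasts: 0 of 14 higher and 0 lower (1 and 0 over the list alone), mean 0.16, adjusted p = 0.00233 (0.248 with an estimated correlation; 0.124 with fry). Astrocytes: 0 of 11 higher and 0 lower (1 and 0 over the list alone), mean 0.10, adjusted p = 0.0241 (0.248 with an estimated correlation; 0.103 with fry). Oligodendrocytes and myelin: 0 of 16 higher and 0 lower (0 and 0 over the list alone), mean 0.11, adjusted p = 0.00365 (0.256 with an estimated correlation; 0.203 and mean 0.0446 without stimulated 30 d replicate 5; 0.185 with fry, 0.533 and mean 0.03661 without the 3 arrays with high Wfs1). Cell cycle: 1 of 19 higher and 0 lower (1 and 0 over the list alone), mean 0.056, adjusted p = 0.0162 (0.205 with an estimated correlation; 0.0546 without sham 30 d replicate 2, and 0.13 and mean 0.036 without stimulated 30 d replicate 5; 0.0559 with a stricter filter, 0.0737 with fry, 0.278 and mean 0.03298 without the 3 arrays with high Wfs1). T cells: 1 of 11 higher and 0 lower (1 and 0 over the list alone), mean 0.15, adjusted p = 0.0287 (0.157 with an estimated correlation; 0.0546 without sham 30 d replicate 2, 0.108 without sham 30 d replicate 5, 0.0662 without stimulated 30 d replicate 2 and 0.0501 without stimulated 30 d replicate 3; 0.0745 with no filter and no floor). Blood: 0 of 7 higher and 0 lower (2 and 0 over the list alone), mean 0.19, adjusted p = 0.0241 (0.134 with an estimated correlation; 0.0636 without sham 30 d replicate 5 and 0.0607 without stimulated 30 d replicate 5; 0.0571 with no filter and no floor, 0.0607 with array weights, 0.177 without the 3 arrays with high Wfs1). Granule cells: 0 of 16 higher and 2 lower (0 and 4 over the list alone), mean -0.12, adjusted p = 0.0399 (0.256 with an estimated correlation; 0.0523 without sham 30 d replicate 1, 0.11 without sham 30 d replicate 3, 0.0564 without sham 30 d replicate 5, and 0.249 and mean -0.064 without stimulated 30 d replicate 5; 0.0571 with no filter and no floor, 0.23 with array weights, 0.0587 with only the groups compared, 0.1 with fry, 0.0695 with the axis among sham-operated rats as a covariate, 0.0881 without the 2 arrays that stand apart, 0.193 and mean -0.06429 without the 3 arrays with high Wfs1). Potassium channels: 0 of 31 higher and 1 lower (0 and 4 over the list alone), mean -0.061, adjusted p = 0.031 (0.205 with an estimated correlation; 0.0633 without sham 30 d replicate 4, 0.0636 without sham 30 d replicate 5 and 0.112 without stimulated 30 d replicate 2). Synaptic vesicle proteins: 0 of 28 higher and 1 lower (0 and 1 over the list alone), mean -0.061, adjusted p = 0.0129 (0.27 with an estimated correlation; 0.077 without stimulated 30 d replicate 2; 0.1 with fry). Ionotropic glutamate receptor subunits: 0 of 15 higher and 2 lower (0 and 4 over the list alone), mean -0.074, adjusted p = 0.0916 (0.256 with an estimated correlation; 0.0304 without sham 30 d replicate 3, 0.0476 without stimulated 30 d replicate 1 and 0.0451 without stimulated 30 d replicate 5; 0.0335 without the 2 arrays that stand apart, 0.0382 without the 3 arrays with high Wfs1). GABA-A receptor subunits: 0 of 11 higher and 1 lower (0 and 2 over the list alone), mean -0.055, median 0.012, so that the mean, the median or the test differ in sign, adjusted p = 0.377 (0.67 with an estimated correlation). Hilar mossy cells: 0 of 9 higher and 1 lower (0 and 1 over the list alone), mean -0.015, median 0.042, so that the mean, the median or the test differ in sign, adjusted p = 0.953 (0.952 with an estimated correlation). Immediate early genes: 1 of 25 higher and 1 lower (1 and 1 over the list alone), mean 0.071, adjusted p = 0.172 (0.637 with an estimated correlation, 0.0496 without sham 30 d replicate 3 and 0.0252 without stimulated 30 d replicate 1). The list's score, relative to the mean of the sham 30 d rats, was 0.486 in stimulated replicate 2. It was -0.080, -0.042, -0.0049 and -0.0043 in stimulated replicates 1, 3, 4 and 5, so that the positive mean rested on replicate 2. Neuropeptides and secreted factors: 1 of 20 higher and 1 lower (2 and 4 over the list alone), mean -0.0035, median 0.0028, so that the mean, the median or the test differ in sign, adjusted p = 0.876 (0.914 with an estimated correlation). Newborn neurons: 1 of 16 higher and 1 lower (3 and 1 over the list alone), mean 0.011, adjusted p = 0.42 (0.523 with an estimated correlation). Oligodendrocyte precursors: 0 of 8 higher and 0 lower (0 and 0 over the list alone), mean -0.033, adjusted p = 0.545 (0.658 with an estimated correlation). DNA damage response and cell death: 0 of 18 higher and 0 lower (0 and 0 over the list alone), mean 0.069, adjusted p = 0.0537 (0.205 with an estimated correlation; 0.0475 without sham 7 d replicate 2, 0.049 without sham 7 d replicate 3, 0.0482 without sham 7 d replicate 5, 0.0432 without stimulated 7 d replicate 1, 0.0473 without stimulated 7 d replicate 4, 0.0388 without stimulated 7 d replicate 5, 0.0259 without sham 30 d replicate 3, 0.0487 without stimulated 30 d replicate 1 and 0.0391 without stimulated 30 d replicate 4; 0.0285 with a stricter filter, 0.0246 with array weights, 0.0183 with only the groups compared, 0.0356 with the average of the probe sets of a gene, 0.0421 with the axis among sham-operated rats as a covariate, 0.0222 without the 2 arrays that stand apart). Pyramidal cells of CA1 to CA3: 0 of 18 higher and 0 lower (0 and 0 over the list alone), mean -0.011, adjusted p = 0.294 (0.637 with an estimated correlation; 0.0324 without stimulated 30 d replicate 5; 0.0246 with array weights, 0.00649 without the 3 arrays with high Wfs1). Cholesterol synthesis: 0 of 18 higher and 0 lower (0 and 0 over the list alone), mean -0.035, adjusted p = 0.262 (0.658 with an estimated correlation; 0.00386 without stimulated 30 d replicate 5; 0.0493 with array weights, 0.000794 without the 3 arrays with high Wfs1). Choroid plexus: 0 of 10 higher and 0 lower (0 and 0 over the list alone), mean 0.063, adjusted p = 0.169 (0.306 with an estimated correlation).

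Across 15800 probe sets the changes at 7 d and 30 d correlated at r = 0.7042 (rho 0.4771), and chance is unlikely (highest other relabelling 0.592, 1 of 100). Between the sham groups at 30 d and 7 d limma called 0 probe sets at an adjusted p under 0.05 (smallest 0.341), with 2107 at an unadjusted p under 0.05. It called 1394 with array weights and 1 without sham 30 d replicate 4, and unmoderated t-tests in the model of the 4 groups called 0. Chance cannot be excluded for the 2107 (highest other split 4019; 11 of 100) nor for the 682 whose change differs between the time points at an unadjusted p under 0.05 (highest other 4115; 35 of 100). For the change between the time points the highest other draw (4115) lay far above the real count (682), and the cause was not tested. The first axis among the sham-operated rats held 36.9% of their residual variance.

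A microglial response that varies between stimulated rats may carry the Table 4 genes that rose at 7 d. Over the 10 stimulated rats the mean of 39 of these genes, none of them in the microglial list, correlated with the microglial list at r = 0.8762 (permutation p = 0.00359; 0.5915 without the 2 rats farthest from the median). Of 100 random sets of other genes called higher at 7 d at an adjusted p under 0.05, 2 gave a lower r (0.8709 to 0.9955, median 0.9622), so that the correlation is not specific to Table 4. The Table 4 genes were held only to an unadjusted p under 0.05. Their lower r can therefore not be read as a looser link to the microglial list, and the test leaves the hypothesis open.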
